# The biocontrol agent *Pseudomonas chlororaphis* PA23 primes *Brassica napus* defenses through distinct gene networks

**DOI:** 10.1186/s12864-017-3848-6

**Published:** 2017-06-19

**Authors:** Kelly A. Duke, Michael G. Becker, Ian J. Girard, Jenna L. Millar, W. G. Dilantha Fernando, Mark F. Belmonte, Teresa R. de Kievit

**Keywords:** Biocontrol, *Brassica napus*, Chloroplast, *Pseudomonas chlororaphis* PA23, Reactive oxygen species, RNA-seq, *Sclerotinia sclerotiorum*, Systemic acquired resistance

## Abstract

**Background:**

The biological control agent *Pseudomonas chlororaphis* PA23 is capable of protecting *Brassica napus* (canola) from the necrotrophic fungus *Sclerotinia sclerotiorum* via direct antagonism. While we have elucidated bacterial genes and gene products responsible biocontrol, little is known about how the host plant responds to bacterial priming on the leaf surface, including global changes in gene activity in the presence and absence of *S. sclerotiorum*.

**Results:**

Application of PA23 to the aerial surfaces of canola plants reduced the number of *S. sclerotiorum* lesion-forming petals by 91.1%. RNA sequencing of the host pathogen interface showed that pretreatment with PA23 reduced the number of genes upregulated in response to *S. sclerotiorum* by 16-fold. By itself, PA23 activated unique defense networks indicative of defense priming. Genes encoding MAMP-triggered immunity receptors detecting flagellin and peptidoglycan were downregulated in PA23 only-treated plants, consistent with post-stimulus desensitization. Downstream, we observed reactive oxygen species (ROS) production involving low levels of H_2_O_2_ and overexpression of genes associated with glycerol-3-phosphate (G3P)-mediated systemic acquired resistance (SAR). Leaf chloroplasts exhibited increased thylakoid membrane structures and chlorophyll content, while lipid metabolic processes were upregulated.

**Conclusion:**

In addition to directly antagonizing *S*. *sclerotiorum*, PA23 primes the plant defense response through induction of unique local and systemic defense networks. This study provides novel insight into the effects of biocontrol agents applied to the plant phyllosphere. Understanding these interactions will aid in the development of biocontrol systems as an alternative to chemical pesticides for protection of important crop systems.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-017-3848-6) contains supplementary material, which is available to authorized users.

## Background

Plants have evolved intricate defense mechanisms to thwart attack from devastating fungal pathogens. Morphological and structural barriers such as a waxy cuticle and tough cell wall are part of an innate defense mechanism against both living organisms and abiotic forces [1, 2]. Successfully bypassing these barriers causes activation of a defense response via detection of microbial- or pathogen-associated molecular patterns (MAMPs/PAMPs), or effector molecules [2, 3]. Activation of MAMP and PAMP pathways are often species-specific and occur through carefully orchestrated signal transduction networks. Following a targeted immune response to PAMPs/MAMPs, systemic resistance may be conferred through two distinct pathways: systemic acquired resistance (SAR) or induced systemic resistance (ISR). While ISR is activated upon colonization of plant roots by nonpathogenic rhizobacteria and fungi, SAR is induced by pathogen attack as well as other elicitors of targeted immune responses [4–6]. The specificity of the response is mediated by changes in gene expression and crosstalk between pathways [7–9]. Nonpathogenic organisms eliciting systemic resistance in plants boost host defense strategies leading to stronger and quicker reactions to future threats [5, 6, 10–13]. Such “priming” of plant defenses involves short- and long-term cellular changes [14].

Plants are exposed to high numbers of nonpathogenic organisms when biocontrol systems are employed. In addition to direct pathogen antibiosis, biocontrol agents (BCAs) can have the added benefit of priming host defenses [12, 15–17]. The majority of bacterial species that exhibit these dual roles are ISR-inducing *Pseudomonas* spp. or *Bacillus* spp. [18]. For example, *Pseudomonas putida* WCS358 suppresses soil-borne pathogens through siderophore-mediated competition for iron, but can also induce ISR in *Arabidopsis thaliana* via host detection of flagellin, pseudobactin and lipopolysaccharides [19]. Such microorganisms are good candidates to replace chemical pesticides, and the number of commercially available BCAs is steadily increasing [18, 20, 21]. In order to successfully implement BCAs in the field, a complete understanding of biocontrol system interactions, including their impact on the host plant, is required.

*Brassica napus* (canola) is an economically important crop of global significance. Despite attempts to breed cultivars with broad resistance traits, canola remains susceptible to a variety of pathogens. The necrotrophic fungus *Sclerotinia sclerotiorum* represents a particularly devastating pathogen to which no immune or highly resistant germplasm has been identified [22, 23]. As the causal agent of canola stem rot, this fungus can infect over 400 plant species worldwide [24]. Such a wide host range has resulted in a heavy reliance on chemical pesticides for managing disease. Because of unwanted effects on the environment along with consumer safety concerns, biological control has emerged as an attractive alternative for crop protection.

*Pseudomonas chlororaphis* PA23 is a BCA capable of preventing *S. sclerotiorum* growth in vitro and *in planta* in susceptible *B. napus* cultivars [25, 26]. We have previously shown that PA23 directly antagonizes *S. sclerotiorum* through the excretion of antifungal metabolites including phenazines, pyrrolnitrin, proteases and lipases [27, 28], with pyrrolnitrin being the primary compound responsible for antagonism [29]. Despite our growing understanding of the molecular mechanisms underlying PA23 antifungal activity, we have yet to understand how the presence of PA23 affects the host organism*.*

In the current study, we examine gene activity genome-wide in leaf tissues of *B. napus* in response to PA23 in the presence and absence of *S. sclerotiorum*. Global RNA sequencing (RNA-seq) was employed to identify differentially expressed genes indicative of *B. napus* defense responses. By itself, PA23 activated gene networks associated with defense priming. Moreover, changes in leaf architecture and increased chlorophyll content were observed in plants treated with PA23 alone. The presence of PA23 diminished *S. sclerotiorum*-induced defense pathways, including production of reactive oxygen species (ROS) and SAR induction. Collectively, these findings show that in addition to direct *S. sclerotiorum* antagonism, PA23 exerts a protective effect through host priming of defense networks.

## Results

### *P. chlororaphis* PA23 reduces *S. sclerotiorum* infection rates in *B. napus*

To understand how *B. napus* responds to PA23 and how PA23 protects the host plant from *S. sclerotiorum* infection, we compared infection rates at the 30–50% flowering stage in the presence or absence of PA23. When comparing the rate of infection as the proportion of lesion-forming petals to total petals fallen onto the plant canopy, application of PA23 reduced the number of lesions by 91.1% (Fig. 1a) and sustained pathogen suppression for at least 7 days post treatment. In this infection model, leaf necrosis was visible under lesion-forming petals at 24 h post *S. sclerotiorum* infection in plants receiving the pathogen only treatment (Fig 1b).

**Fig. 1:**
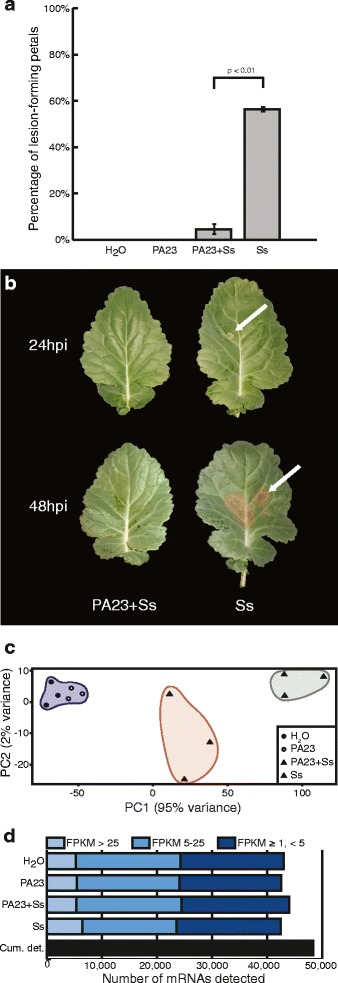
*Brassica napus* infection rates and global transcriptome changes with combinations of PA23 and *Sclerotinia sclerotiorum.* **a** Numbers of lesion-forming petals as a percentage of total petals which fell onto plant leaves in greenhouse assays. **b** *S. sclerotiorum* disease progression on canola leaves at 24 h or 48 h after petal application. PA23 + Ss treatment petals were inoculated with PA23 24 h prior to *S. sclerotiorum* inoculation, whereas Ss treatment petals were inoculated with sterile water. Petals from both treatment groups (PA23 + Ss and Ss) were then infected in vitro with *S. sclerotiorum* 48 h prior to being placed on leaves. **c** Principal component analysis of mRNA sequences from the four treatment groups examined by RNA-seq. Variation between treatments is greater that variation between replicates, and phenotypically similar treatment groups clustered more closely together. **d** Number of unique mRNAs present in treatment groups, as well as the cumulative number of unique mRNA transcripts identified. Transcripts are categorized by frequency of occurrence in the library, as described by the number of fragments per kilobase of transcript per million mapped reads (FPKM) value

### Global patterns of gene expression in *B. napus* treated with combinations of PA23 and *S. sclerotiorum*

Next, we studied global patterns of gene activity using RNA-seq to better understand how *B. napus* responds to PA23 in the presence or absence of *S. sclerotiorum*. 

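Leaf tissue around sites where petals had landed was collected from *B. napus* cv. Westar plants of 4 treatment groups, with 3 biological replicates per group. Plants were sprayed with PA23 at 200000000 cfu/mL or with sterile water, and 24 h later with *S. sclerotiorum* ascospores at 80000 per mL or with sterile water. After 72 h in a humidity chamber, RNA was sequenced as single-end reads. The authors deposited a table of 99367 loci, of which 97781 carry an annotated *B. napus* gene identifier and 1581 are loci assembled from the reads. For each locus the table holds 1 FPKM value per treatment group, computed by the authors with cuffdiff from the 3 replicates together. It holds no value per replicate and no corrected *p*-value. No error or test could therefore be given for a single gene, and the difference between treatments has no replicate check at any gene. Fold changes below are ratios of the group FPKM to that of the water control, on the log_2_ scale and without a pseudocount. Over the 37443 genes with FPKM of at least 1 in all groups, the median log_2_ fold change was −0.0056 in PA23, −0.074 in PA23 + Ss and −0.30 in Ss. Dividing each group by its median ratio to water is called median scaling below. The table gives no counts, so the depth behind a single value is unknown. The paper's Table S1 lists between 13165652 and 53994750 reads per library, with the PA23 libraries between 13165652 and 28819289. Reads that mapped to several places were divided between them by the authors, so that values of close homologs depend on this division.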

Principal component analysis (PCA) identified relationships between transcriptomes of plants receiving combinations of PA23 and *S. sclerotiorum*. Biological replicates for each treatment grouped together, with PA23-only treatments grouping closely to the water controls (Fig. 1c). Replicates representing treatment with *S. sclerotiorum* only (Ss) or PA23 + Ss clustered into distinct groups, with Ss clustering farthest from the water control (Fig. 1c).

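The replicates could not be placed by principal components, since only the group FPKM values were available. Distances between the groups were taken instead as the root mean square difference of log_2_(FPKM + 1) over the 48454 genes detected in any treatment. PA23 lay 0.381 from the water control, PA23 + Ss 0.622 and Ss 1.41. Between PA23 and PA23 + Ss the distance was 0.589, and between PA23 + Ss and Ss it was 0.982. With a pseudocount of 0.1 FPKM, the distances from water were 0.627 for PA23, 0.985 for PA23 + Ss and 1.91 for Ss, in the same order.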

An average of 81.42% of reads mapped to the *B. napus* cv. Darmor genome (Additional file 1: Table S1). Unmapped reads from all treatments except Ss were composed primarily (58.2%) of *Brassicaceae*, chloroplast, and mitochondrial sequences (Additional file 2: Figure S1). Unmapped reads from the Ss treatment are derived primarily (95.4%) from *Sclerotiniaceae* and other fungi. To identify transcripts that may be unique to *B. napus* cv. Westar we performed a transcriptome assembly of unmapped reads (Additional file 3: Dataset S1). The majority of assembled transcript fragments were identified as *B. oleracea* and suggest cv. Westar may have been recently outcrossed with this species (Additional file 4: Dataset S2).

Figure 1d summarizes mRNA detection and distribution of transcript abundance in treatment groups. A total of 48,454 genes with **F**ragments **P**er **K**ilobase of transcript per **M**illion mapped reads (FPKM) ≥ 1 were detected across all samples, representing 48% of the predicted *B. napus* gene models [30]. The number of *B. napus* transcripts detected was similar across treatments at an average of 43,007 expressed genes. 

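At FPKM of at least 1, 42982 loci were detected in the water control, 42595 in PA23, 44022 in PA23 + Ss and 42428 in Ss, a mean of 43007. Detection in at least 1 treatment held for 48454 loci and detection in all 4 for 37443. Of the 99367 loci in the table, 48.8% were detected. At FPKM of at least 2, the alternative that moved these numbers most, the genes detected in any treatment were 42072.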

We divided expression levels into low (FPKM ≥1, < 5), moderate (FPKM 5–25), and high (FPKM >25). The proportion of expressed genes falling into each category was similar across all treatment groups (39.0–43.5%, low; 35.3–44.3% moderate; 11.5–13.2%, high), where plants treated with *S. sclerotiorum* alone resulted in the greatest number of highly accumulating transcripts (Fig. 1d). In contrast, the PA23 + Ss treatment group had the greatest number of moderately and lowly accumulating transcripts across treatments.

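The low class held 19564 loci in PA23 + Ss, against 18709 in water, 18471 in PA23 and 18919 in Ss. In the moderate class there were 19121 loci in PA23 + Ss, 19060 in water, 18658 in PA23 and 17100 in Ss. Highly accumulating transcripts numbered 6409 in Ss, 5466 in PA23, 5337 in PA23 + Ss and 5213 in water. As shares of the loci detected in the same treatment, the low class ranged from 43.4% in PA23 to 44.6% in Ss. The moderate class ranged from 40.3% in Ss to 44.3% in water, and the high class from 12.1% in PA23 + Ss to 15.1% in Ss. In the paper's ranges, 43.5% low and 44.3% moderate equal the shares of water on this basis. Its 39.0% low, 35.3% moderate and 13.2% high equal the Ss shares of the 48454 loci detected in any treatment. Those ranges are therefore not directly comparable with the ones given here. With boundaries at 4 and 20 FPKM, and with annotated loci alone, every class count stayed within 1.5 times its value. With detection at FPKM of at least 2, the low class fell by more than this in every treatment.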

Because we observed marked differences on the leaf surface when *S. sclerotiorum* was present with or without PA23, we compared differentially expressed genes (DEGs) of the treatment versus water control to identify similarities and differences at the RNA level. Figure 2a shows shared and specifically-upregulated DEGs in treatment groups compared to the water control. Plants treated with *S. sclerotiorum* alone had the greatest number of specifically-upregulated DEGs at 8237 genes. This trend held for both up- and downregulated genes (Additional file 5: Figure S2A). 

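Since the table holds no corrected *p*-values, a gene was counted as upregulated when its log_2_ fold change was at least 1 and its FPKM was at least 1 in one of the 2 groups compared. By this rule, 9648 genes were upregulated in Ss against water, and 6502 of them in no other treatment. At a 4-fold threshold, the alternative that moved these counts most, 5720 genes were upregulated in Ss, 3992 of them in Ss alone. Without the minimum FPKM, the corresponding counts were 15953 and 8464.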

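Downregulation by the same size rule held for 13381 genes in Ss, 1272 in PA23 + Ss and 1082 in PA23. In Ss, 41.9% of the changed genes were upregulated. After median scaling, 12193 genes were upregulated and 9403 downregulated in Ss, so that 56.5% were upregulated. For PA23 + Ss the upregulated share was 74.3%, and 78.8% after median scaling. Compared directly with Ss, PA23 + Ss had 9743 genes at least 2-fold higher and 8027 at least 2-fold lower. Median scaling turned these into 6591 and 10165. The bar chart of the counts by treatment shows both versions.

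**Figure D1:**
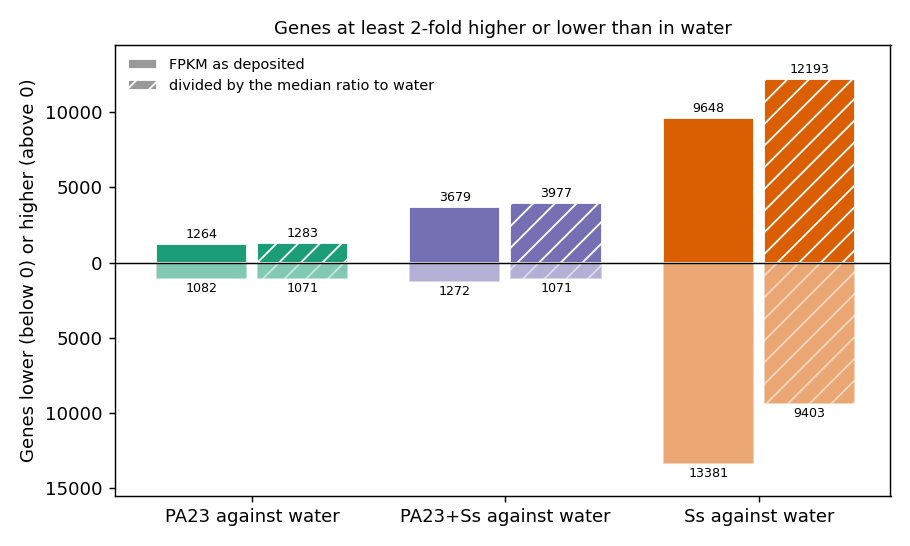
Number of genes at least 2-fold higher (above 0) or lower (below 0) than in water, with FPKM of at least 1 in one of the groups, for each treatment. Plain bars use the deposited FPKM and hatched bars the values after median scaling, which moves the Ss counts from 9648 higher and 13381 lower to 12193 higher and 9403 lower.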

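In PA23 + Ss, 3679 genes were upregulated by size, and 552 of them in no other treatment. The Ss-specific set was 11.8 times as large as this one. Among the alternatives, this ratio was lowest without the minimum FPKM, at 2.82, and highest with a pseudocount of 1 FPKM, at 16.3.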

Plants treated with a combination of PA23 and *S. sclerotiorum* had the fewest specifically-upregulated DEGs at 515 genes, a 16-fold reduction compared to the *S. sclerotiorum* treatment group. 

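Of the 3679 genes upregulated in PA23 + Ss, 2995 (81.4%) were also upregulated in Ss, and 2532 of these were not upregulated in PA23. Both comparisons share the water control, which by itself produces overlap. Groups without any treatment effect were simulated 20 times, with the noise resampled from the difference between PA23 and water. There, 32.5% of the genes called in PA23 + Ss were also called in Ss. The simulated Ss lists held a mean of 1552 higher genes, against 9648 observed. A longer Ss list raises the overlap by itself, so 32.5% is not a like-for-like baseline for 81.4%.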

The majority of upregulated DEGs observed in PA23 + Ss were shared with the pathogen only (Ss) group (3159 genes). While the number of upregulated DEGs in plants treated with PA23 alone was comparatively small (1361 genes), 556 genes were specific to PA23 treatment alone (Fig. 2a). 

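By size, 1264 genes were upregulated in PA23 against water, and 518 of them in PA23 alone. A further 132 were shared with PA23 + Ss only, 151 with Ss only, and 463 with both. Without the minimum FPKM there were 5847 upregulated genes, and with a pseudocount of 1 FPKM there were 602. Genes listed at 0 in water and detected in PA23 numbered 78. In the simulated groups without treatment effects, a mean of 1556 genes passed the size rule as higher in PA23, against 1264 observed. The simulation takes the whole difference between PA23 and water as noise, so it cannot separate these calls from noise.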

DEGs of significance from the PA23 treated plants are listed in Table 1. 

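For the 34 genes of Table 1, the ratio of the group FPKM values in PA23 and water ranged from 7.44 to 52.2, with a median of 11.6. Each ratio lay between 0.975 and 1.01 times the fold change that the paper lists. Of these genes, 33 were at least 2-fold higher in PA23 + Ss and 31 in Ss, and 9 had a higher FPKM in PA23 than in Ss. The best Arabidopsis match of 8 of them was a gene encoded in the chloroplast or mitochondrion.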

Several markers of systemic acquired response (SAR) including pathogenesis-related proteins *PR-1* (*BnaC03G45470D*) and *PR-2* (*BnaC08G28150D*), lipid transporter protein *DIR1* (*BnaA03G11410D*, *BnaC03G14230D*, *BnaA10G09640D*) and *EARLI1* (*BnaC03g29580D*, *BnaA09g20900D*) are upregulated in the presence of PA23. 

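*PR-1* (*BnaC03g45470D*) had an FPKM of 6.57 in water, 42.9 in PA23, 270 in PA23 + Ss and 842 in Ss. Its log_2_ fold change was 2.71 in PA23. The *PR-2* homolog *BnaC08g28150D* rose from 0.174 FPKM in water to 0.960 in PA23, a log_2_ fold change of 2.46 between values below 1 FPKM. In PA23 + Ss and Ss it reached 14.3 and 90.4 FPKM. The loci that the paper lists as *DIR1* had log_2_ fold changes of 2.68 (*BnaA03g11410D*), 2.66 (*BnaC03g14230D*) and 2.55 (*BnaA10g09640D*) in PA23. Their log_2_ fold changes were larger with the fungus, from 4.88 to 5.87 in PA23 + Ss and from 6.86 to 7.84 in Ss. In the deposited table, these loci match the Arabidopsis lipid transfer protein genes AT5G55450 and AT5G55410. *EARLI1* rose from 1.27 to 66.5 FPKM at *BnaC03g29580D* and from 0.306 to 12.2 FPKM at *BnaA09g20900D*.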

All DEGs were specific to *B. napus*. When the sequence reads were mapped to the *S. sclerotiorum* genome, *B. napus* tissues treated with *S. sclerotiorum* alone showed an appreciable mapping rate compared to water control, PA23 treatment or PA23 + Ss (Additional file 1: Table S1).

**Fig. 2:**
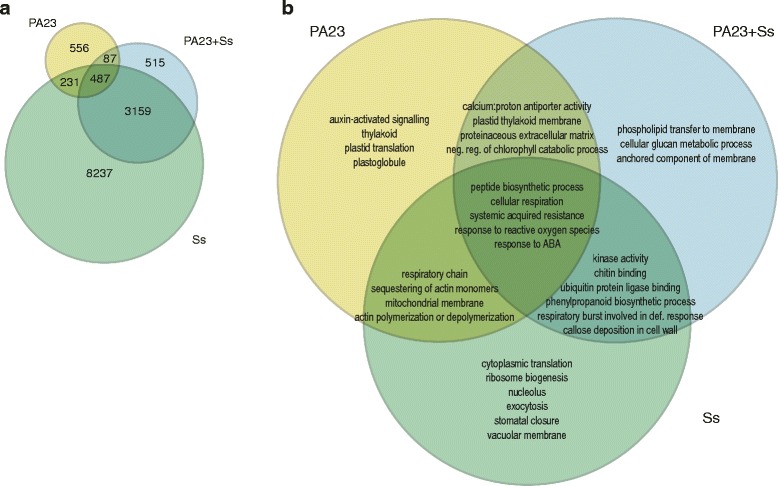
Gene expression changes unique to bacterial or fungal treatments of *Brassica napus* leaves. **a** Venn diagram of *B. napus* gene counts for uniquely and significantly upregulated genes in treatment groups compared to the water control. **b** Venn diagram of enriched GO terms selected from upregulated genes in **a**

**Table 1:** Genes upregulated in response to PA23 treatment. *B. napus* identifiers used as per the Genome Genoscope Database (www.genoscope.cns.fr/brassicanapus). TAIR identifiers used as per The Arabidopsis Information Resource (TAIR, https://www.arabidopsis.org). Fold change in PA23 compared to the water control

*B. napus* identifier	TAIR identifier	Gene name/function	Fold change
*BnaC03g29580D*	*AT4G12490.1*	EARLI1-like lipid transfer protein 2	53.07
*BnaA09g20900D*	*AT4G12490.1*	EARLI1-like lipid transfer protein 2	40.22
*BnaC07g14090D*	*AT1G22070.1*	TGA3 (Transcriptional activator)	35.95
*BnaC06g37650D*	*AT1G21310.1*	EXT3 (Extensin 3)	32.56
*BnaC06g18380D*	*-*	F-box/LRR-repeat protein 4-like	30.61
*BnaC02g31910D*	*AT5G45890.1*	SAG12 (Senescence-specific cysteine protease)	18.37
*BnaC09g26890D*	*-*	Possible nucleotide phosphorylase	17.43
*BnaC08g46150D*	*-*	Possible malonate decarboxylase	16.69
*BnaC06g14700D*	*-*	Photosystem II reaction center protein A	16.66
*BnaA02g24130D*	*AT5G45890.1*	SAG12 (Senescence-specific cysteine protease)	15.15
*BnaC05g10350D*	*AT1G14080.1*	FUT6 (Fucosyltransferase 6)	14.99
*BnaCnng12890D*	*ATMG00640.1*	ATP4 (ATP synthase subunit 4)	14.18
*BnaA10g18480D*	*AT5G15800.1*	SEP1 (SEPALLATA 1 transcription factor)	12.56
*BnaCnng13130D*	*ATMG00900.1*	CcmC (Cytochrome c assembly protein)	12.04
*BnaC04g28910D*	*AT5G24150.1*	Squalene monooxygenase 1-like	11.94
*BnaAnng01030D*	*AT5G04740.1*	ACR12 (ACT-domain containing protein)	11.88
*BnaCnng24320D*	*AT3G09190.1*	Concanavalin A-like lectin family protein	11.87
*BnaA01g34180D*	*ATCG00130.1*	AtpF (ATP synthase subunit b, chloroplastic)	11.79
*BnaC09g29230D*	*-*	Possible omega-6 fatty acid desaturase	11.24
*BnaAnng35860D*	*AT3G28700.1*	NADH dehydrogenase [ubiquinone] complex I, assembly factor 7-like	9.93
*BnaA01g34980D*	*AT4G19810.1*	ChiC (Class V chitinase)	9.74
*BnaCnng12960D*	*ATMG00070.1*	NAD9 (NADH dehydrogenase subunit 9)	9.64
*BnaA01g33070D*	*AT3G02310.1*	SEP2 (SEPALLATA 2 transcription factor)	9.39
*BnaC05g38940D*	*AT3G14610.1*	Cytochrome P450	8.93
*BnaA03g38630D*	*AT2G14580.1*	Basic PR-1	8.63
*BnaC09g27530D*	*ATCG00340.1*	PsaB (Photosystem I)	8.58
*BnaC04g20930D*	*AT3G30390.2*	Probable amino acid transporter	8.47
*BnaA07g37560D*	*AT5G38100.1*	S-adenosyl-L-methionine-dependent methyltransferases superfamily protein	8.02
*BnaUnng03950D*	*ATMG01170.1*	ATPase subunit 6	7.90
*BnaC04g21290D*	*ATMG01360.1*	COX1 (cytochrome c oxidase subunit 1)	7.87
*BnaC09g32980D*	*AT5G57220.1*	Cytochrome P450, family 81, subfamily F, polypeptide 2	7.77
*BnaA08g22890D*	*AT1G17860.1*	Kunitz family trypsin and protease inhibitor protein	7.73
*BnaA07g21130D*	*-*	Extensin-like protein	7.63
*BnaA01g37280D*	*AT4G11600.1*	GPX6 (Glutathione peroxidase, mitochondrial)	7.49

To identify biological processes activated by the different treatments, we used the custom gene ontology (GO) term enrichment function of ChipEnrich with gene sets identified in Fig. 2a [31]. Figure 2b summarizes GO terms of interest from this analysis. A heatmap of relevant enriched GO terms for genes downregulated in these groups is available in Additional file 5: Figure S2B and the complete list of GO terms with associated *p*-values and genes can be found in Additional file 6: Dataset S3. Response to ROS (log_10_ *p*-value < −4) was significantly enriched for all of the treatments. Subsets of genes belonging to this category accumulated in PA23 + Ss and Ss but not in plants treated with PA23 alone, while others were upregulated in all three treatment groups. 

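The ferritin gene *BnaC03g00160D* (*FER1*) had an FPKM of 37.1 in water, 54.1 in PA23, 157 in PA23 + Ss and 361 in Ss. For *BnaC06g15730D* (*FER3*) the log_2_ fold changes were 0.84, 0.93 and 1.46 in the same order of treatments. The heat shock factor loci *BnaC01g11370D* and *BnaC03g62890D* had log_2_ fold changes of 0.99 and 1.21 in PA23, and of 2.16 and 2.33 in PA23 + Ss.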

In the latter, response to ROS involved upregulation of *FERRETIN 1* (*FER1, BnaC03G00160D*), *FERRETIN 3* (*FER3, BnaC06G15730D*), and two homologs of *HEAT SHOCK TRANSCRIPTION FACTOR A4A* (*HSFA4A, BnaC01G11370D, BnaC03G62890D*). 

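A further 11 loci of the ROS term were all higher in PA23 + Ss and in Ss than in water. Their median log_2_ fold change was 0.16 in PA23, 0.98 in PA23 + Ss and 3.00 in Ss. None of the 11 changed 2-fold in PA23, where 8 were higher and 3 lower. The ascorbate peroxidase loci among them lay between 0.37 and 0.53 in PA23 and between 1.80 and 3.61 in Ss. The *ERF6* locus *BnaA08g08300D* was at −0.53 in PA23 and 5.12 in Ss.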

In PA23 + Ss and Ss treatment groups, four homologs of *ASCORBATE PEROXIDASE 1* (*APX1, BnaA06G04380D, BnaA09G49190D, BnaC05G05550D, BnaC08G43490D*), three homologs of *ETHYLENE RESPONSIVE ELEMENT BINDING FACTOR 6* (*ERF6, BnaA01G34910D, BnaA08G08300D, BnaC01G10080D*), two homologs of *XANTHINE DEHYDROGENASE 1* (*XDH1, BnaA09G00610D, BnaCNNG46690D*) and two additional homologs of *HEAT SHOCK TRANSCRIPTION FACTOR A4A* (*HSFA4A, BnaANNG31620D, BnaC07G35520D*) were identified. Similarly, all treatment groups were enriched for the SAR GO term, while the PA23 + Ss and Ss treatment groups were enriched for respiratory burst involved in defense response.

Because reinforcement of the plant cell wall is a marker for priming, it is noteworthy that the PA23 + Ss group was uniquely enriched for GO terms involving cell wall remodeling (phospholipid transfer to membrane, log_10_ *p*-value < −6; anchored component of membrane, log_10_ *p*-value < −5; cellular glucan metabolic process, log_10_ *p*-value < −4) (Fig. 2b). 

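The paper's Dataset S3 lists the genes behind each of these terms for PA23 + Ss. For phospholipid transfer to membrane, the log_2_ fold changes of the 3 genes in PA23 + Ss were 0.93, 3.07 and 3.79. The 16 genes of anchored component of membrane had a median of 1.28 among those with a finite ratio in PA23 + Ss and of −0.13 in Ss. In Ss, *BnaC03g49860D* (*AGP1*) and *BnaC09g37560D* (*BCB*) were at 7.98 and 7.49, above their 4.36 and 4.15 in PA23 + Ss, and 3 genes listed at 0 in water were above 1 FPKM. All 5 genes of cellular glucan metabolic process were at least 2-fold higher in PA23 + Ss, with a median of 1.33, and none was in PA23 or Ss, a pattern for which the study chose them on the same libraries.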

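The 3 loci with the symbol *LTP2* were *BnaA04g22070D*, *BnaAnng27610D* and *BnaC04g45790D*. *BnaAnng27610D* had 103 FPKM in water, 101 in PA23, 196 in PA23 + Ss and 33.9 in Ss. *BnaC04g45790D* was also higher in PA23, at 1.31 FPKM against 0.176 in water. Among the genes of glucan metabolism, *XTH24* (*BnaC01g08130D*) rose from 29.1 FPKM in water to 61.4 in PA23 + Ss. *XTH4* (*BnaCnng62600D*) rose from 2.86 to 7.17, and *XTH32* (*BnaC04g08400D*) from 0.159 to 1.06.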

Overrepresented transcripts include lipid transfer proteins and xyloglucan endotransglycosylases. Furthermore, PA23 only and PA23 + Ss groups were both enriched for the proteinaceous extracellular matrix GO term (log_10_ *p*-value < −3).

Several GO terms associated with the chloroplast were overrepresented in PA23-treated plants (Fig. 2b). Specifically, thylakoid (log_10_ *p*-value < −7), plastid translation (log_10_ *p*-value < −4) and plastoglobule (log_10_ *p*-value < −3) were enriched in the PA23 only treatment group, and plastid thylakoid membrane (log_10_ *p*-value < −3) as well as negative regulation of chlorophyll catabolic process (log_10_ *p*-value < −6) were enriched in both PA23 only and PA23 + Ss treatment groups. 

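The 20 thylakoid genes that Dataset S3 lists for PA23 were all higher in PA23 than in water, with a median log_2_ fold change of 0.63 and 1 gene at least 2-fold higher. In PA23 + Ss their median was −0.092, and in Ss it was −0.94. The 4 genes of plastid translation had log_2_ fold changes between 0.59 and 0.69 in PA23, and the 8 genes of plastoglobule between 0.55 and 0.67. The study chose these genes on the same libraries, so their direction in PA23 is not independent of the choice.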

Transcripts among these groups included subunits of photosystems I and II, plastid-specific ribosomal subunits, and two homologs of the negative regulator of chlorophyll degradation *STAY-GREEN 2* (*SGR2*, *BnaA03G24900D* and *BnaC03G72930D*).

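*BnaA03g24900D*, a homolog of *SGR2*, had an FPKM of 1.65 in water, 3.41 in PA23, 3.74 in PA23 + Ss and 1.85 in Ss. *BnaC03g72930D* had 6.02, 10.6, 11.5 and 3.54 FPKM in the same order.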

### PA23 prevents the accumulation of ROS in the leaf

We stained leaf tissues for detection of hydrogen peroxide (H_2_O_2_) and superoxide (O_2_^−^) radicals to help validate the RNA seq dataset. Whereas Ss-treated leaves retained both stains in the regions directly surrounding lesions, indicative of H_2_O_2_ and O_2_^−^ presence (Fig. 3m-p), ROS production was greatly reduced when plants were treated with PA23 prior to the fungal pathogen (Fig. 3i-l). PA23-treated leaves had no regions containing large aggregations of H_2_O_2_ and O_2_^−^, although production of the former appeared similar to the PA23 + Ss treatment group suggesting PA23 activates a mild H_2_O_2_ reaction (Fig. 3g, h).

**Fig. 3:**
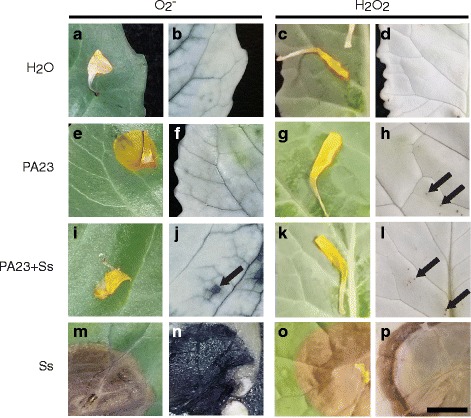
Detection of superoxide radicals (left) and hydrogen peroxide (right) in *Brassica napus* treatment groups. The leftmost column in each set depicts leaves after treatment and before staining. The rightmost column depicts the same area of tissue after petal removal, staining and treatment to remove leaf pigmentation. Scale bar in (P) = 5 mm and is applicable to panels (**a**) - (**p**)

### Dominant patterns of gene expression reveal treatment-specific responses in *B. napus*

To identify more complex patterns of expression, we clustered gene activity from all treatment groups into dominant patterns (DPs) of co-expression using a modified fuzzy K means clustering algorithm. We identified six DPs from this analysis (Additional file 7: Figure S3). We focused our attention on three DPs where genes accumulated specifically in response to one of the treatments (Fig. 4a). The number of genes clustering in these DPs ranged from 282 in DP5 to 11,340 in DP1. We identified genes associated with translation, response to fungus, plant-type hypersensitive response, and stomatal closure (log_10_ *p*-value < −8) when plants were infected with *S. sclerotiorum* without protection by PA23 (DP1). 

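Of the DP1 list, 2000 genes were available here. Each gene's 4 group values of log_2_(FPKM + 1) were scaled to a mean of 0 and an SD of 1. The mean scaled expression of these DP1 genes was 1.36 in Ss, −0.19 in PA23 + Ss, −0.53 in PA23 and −0.64 in water. Ss was the highest treatment for 1967 of them.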

The chloroplast GO term is also significantly represented in DP1 (Fig. 4b; log_10_ *p*-value < −28), although no specific chloroplast-related processes were identified. In contrast, pre-treatment with PA23 (DP5) induced chloroplast-related components and processes, such as the chloroplast envelope, vitamin E biosynthesis, and starch metabolic processes (log_10_ *p*-value < −3). 

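All 282 genes of DP5 had their highest value in PA23 + Ss. Mean scaled expression was 1.21 there, −0.0042 in PA23, −0.17 in water and −1.04 in Ss. The median log_2_ fold change of these genes was 0.58 in PA23 + Ss and −0.44 in Ss, which median scaling moved to 0.65 and −0.14. The dominant patterns were defined on the same libraries.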

When plants were treated with PA23 alone (DP3), genes associated with GO terms for cytoskeletal changes and auxin-activated signaling were upregulated (log_10_ *p*-value < −6), as well as several chloroplast-related terms including plastid translation, thylakoid and chloroplast envelope. 

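DP3 held 1230 genes, all with their highest value in PA23. Their mean scaled expression was 1.12 in PA23, 0.102 in water, 0.0104 in PA23 + Ss and −1.23 in Ss. The median log_2_ fold change in PA23 was 0.44. DP4, which the paper does not single out, held 168 genes with a mean of 0.847 in PA23 and −1.12 in PA23 + Ss.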

Some GO terms were common to more than one DP; in particular chloroplast (DP1 and DP3) and chloroplast envelope (DP3 and DP5), indicating differential expression of genes within these GO terms among treatments (Fig. 4b). A complete list of genes for each DP is available in Additional file 8: Dataset S4.

**Fig. 4:**
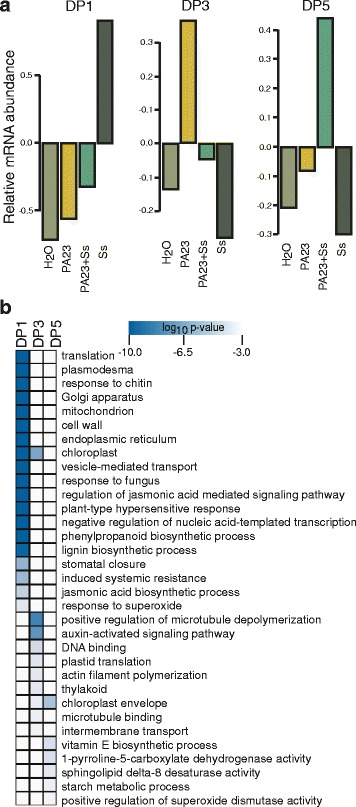
Dominant patterns of gene expression in *Brassica napus* treatment groups. **a** Selection of three dominant patterns of gene expression depicting unique upregulation in one treatment group. **b** Heatmap of enriched GO terms selected from genes identified in the dominant patterns from (**a**)

### PA23 treatment results in structural and metabolic changes in the *B. napus* chloroplast

Since each DP identified a number of chloroplast component- and process-related GO terms, we decided to explore gene expression patterns within this organelle in more detail. The chloroplast GO term was significantly represented in more than one DP indicating differential expression of subsets of associated genes. Accordingly, we compared relative expression levels of genes belonging to chloroplast-related sub-regional and functional GO terms to reveal contrasting expression patterns (Fig.5a). For example, a comparison of relative abundance of genes for chlorophyll catabolite transmembrane transport reveals upregulation in the *S. sclerotiorum*-treated group. 

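Dataset S5 lists 7 loci for chlorophyll catabolite transmembrane transport, each annotated as *MRP3* in the paper's list. All 7 were at least 2-fold higher in Ss than in water, with a median log_2_ fold change of 2.74. The largest was *BnaA03g32640D*, with 3.87 FPKM in water and 410 in Ss. The study kept genes for these lists by a log_2_ fold change beyond 2 in any treatment of the same libraries. Large changes in Ss, and smaller ones in the other treatments, are therefore favored by the choice.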

Although PA23 + Ss treatment caused many of the same genes to be expressed, transcript abundance was higher in the absence of PA23. It is possible that the reduced infection load associated with the PA23 + Ss group results in decreased transcript abundance. This trend was also observed for the chloroplast inner membrane and chloroplast stroma GO terms (Fig. 5a, II and IV). 

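In PA23 + Ss all 7 of these loci were higher than in water, 2 of them at least 2-fold, with a median log_2_ fold change of 0.78. *BnaA03g32640D* reached 46.4 FPKM. In PA23 the median was −0.037. For the 210 loci of chloroplast stroma, 148 were at least 2-fold higher in Ss and 77 in PA23 + Ss, with medians of 2.35 and 0.72. At least 2-fold lower were 52 of them in Ss and 7 in PA23 + Ss. The chloroplast inner membrane list of 18 loci had 11 at least 2-fold higher and 4 lower in Ss, and 5 higher and 2 lower in PA23 + Ss.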

Genes downregulated in *S. sclerotiorum* -treated plants were enriched for chloroplast photosystem I & II GO terms as well as thylakoid-related GO terms, including genes encoding photosystem I subunits (*PSAN*, *BnaA06g23190D* and *BnaC03g50210D*; *PSAG*, *BnaC06g07480D*; *PSAP*, *BnaC04g51600D*), photosystem II subunits and regulatory proteins (*PSBY*, *BnaA07g38700D* and *BnaC06g26560D*; *PSB27*, *BnaC08g46250D*; *PSBP-1*, *BnaC08g44890D*) and other photosynthesis-related proteins (*CRR23*, *BnaA07g28860D* and *BnaC06g31900D*; *PLASTOCYANIN 2*, *BnaA06g38550D*; *PNSL2*, *BnaA09g45770D*). 

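All 12 named loci were at least 2-fold lower in Ss, with log_2_ fold changes between −2.77 and −2.26. In PA23 + Ss the same loci lay between −0.77 and −0.33, and in PA23 between −0.77 and 0.13. *PSAN* at *BnaA06g23190D* had 253 FPKM in water, 254 in PA23, 148 in PA23 + Ss and 51.1 in Ss. *PSBP-1* (*BnaC08g44890D*) had 359, 316, 239 and 73.7 FPKM in that order. After median scaling, all 12 were still lower in Ss and in PA23 + Ss. The paper names these loci as lower in Ss, so their fall there is not independent of the choice.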

Overall upregulation of the chloroplast thylakoid and plastoglobule GO terms (Fig. 5a, V and VI) in the PA23 only group was also confirmed. 

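In PA23, 7 of the 58 chloroplast thylakoid loci of Dataset S5 were at least 2-fold higher than in water and 2 were at least 2-fold lower. By sign alone, 30 were higher and 28 lower, with a median log_2_ fold change of 0.0055. Of the 40 plastoglobule loci, 4 were at least 2-fold higher and 1 was lower, and 26 were higher by sign, with a median of 0.12. In Ss the medians of these lists were −2.32 and −2.33. Their large size is favored by the choice of genes with a log_2_ fold change beyond 2 in any treatment.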

A complete list of gene names and fold change values for genes in Fig. 5a is available in Additional file 9: Dataset S5.

**Fig. 5:**
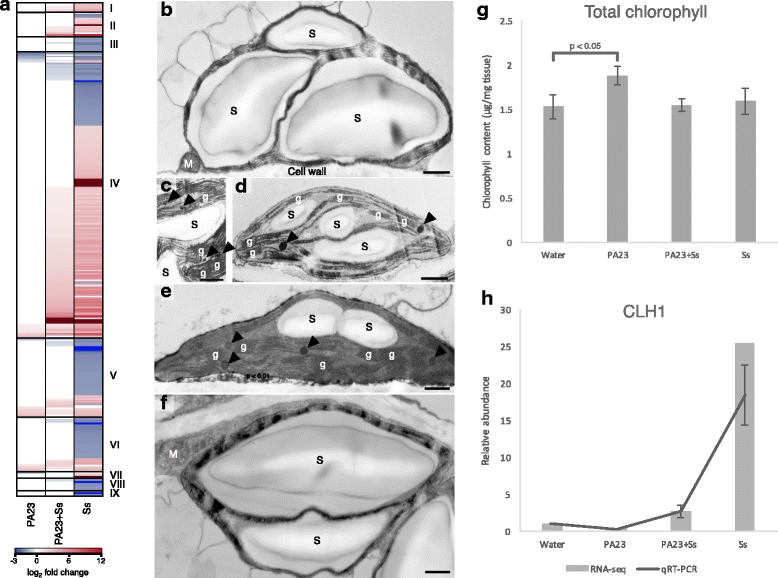
Changes detected in the *Brassica napus* chloroplast in response to combinations of PA23 and *Sclerotinia sclerotiorum*. **a** Differential expression of genes associated with chloroplast-related GO terms, compared to the water control. Only genes with a log_2_ fold change greater than 2 in at least one treatment group are shown. I, chlorophyll catabolite transmembrane transport; II, chloroplast inner membrane; III, chloroplast photosystem I & II; IV, chloroplast stroma; V, chloroplast thylakoid; VI, plastoglobule; VII, protein import into chloroplast stroma; VIII, thylakoid lumen; IX, thylakoid membrane. **b**-**f** Transmission electron micrographs of leaf chloroplasts. **b** Water control, 48 h. **c** PA23, 24 h. **d** PA23, 48 h. **e** PA23 + Ss, 24 h. **f** Ss, 48 h. S = starch granule; g = grana stack; M = mitochondria. Arrows indicate plastoglobules. Scale bar for panels A-E = 500 nm. **g** Chlorophyll b content of treated leaves. **h** Relative abundance of the chlorophyllase 1 transcript as determined by RNA-seq (grey bars) and qRT-PCR (black line)

Through transmission electron microscopy (TEM), PA23-mediated changes in chloroplast membrane structure were identified validating our transcriptional findings (Fig. 5b-f). Chloroplasts within the uppermost layer of the palisade mesophyll from the water-treated control group contained large starch granules and reduced thylakoid membrane structure. When plants were treated with PA23, the area dedicated to thylakoid structures increased with a concomitant increase in granal stack organization and the accumulation of plastoglobuli 24 and 48 h post inoculation (Fig. 5c, d). While gene expression in plants treated with PA23 + Ss indicated significant upregulation of starch metabolic processes (Fig. 4b), these chloroplasts were similar in appearance to those of the biocontrol only-treated group containing many grana stacks and plastoglobules (Fig. 5e). When plants were inoculated with *S. sclerotiorum*, the area dedicated to thylakoid structures within the chloroplast appeared to be reduced compared to other treatments (Fig. 5f).

Since structural changes were observed in PA23-treated chloroplasts, we sought to determine whether plant chlorophyll was also affected. Chlorophyll content between treatment groups showed concentrations of total chlorophyll (chlorophyll *a* and *b)* significantly increased by 22.8% when plants were treated with PA23. Conversely, plants exposed to PA23 and *S. sclerotiorum* or *S. sclerotiorum* alone showed no difference in chlorophyll content when compared to the water control (Fig. 5g). To clarify whether these changes were due to increased chlorophyll production or decreased chlorophyll degradation, we examined expression of genes encoding chlorophyllase. Global transcriptional analysis of genes involved in chlorophyll degradation pathways revealed significant downregulation of *CHLOROPHYLLASE 1* (*CLH1*) in PA23-treated plants, which was confirmed via qRT-PCR (Fig. 5h). In contrast, *S. sclerotiorum*-treated plants showed significantly increased levels of *CLH1* and decreased expression of genes associated with multiple chlorophyll-related pathways (Fig. 5h, Additional file 2: Figure S1B).

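The locus named in the paper's primer list for *CLH1*, *BnaA06g13830D*, had an FPKM of 25.4 in water and 7.46 in PA23, a log_2_ fold change of −1.77.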

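In Ss, *BnaA06g13830D* reached 522 FPKM, a log_2_ fold change of 4.36. PA23 + Ss lay between, at 63.2 FPKM and 1.32 on the log_2_ scale.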

### PA23 activates unique innate immunity and SAR networks to prime plant defenses

To understand how PA23 triggers plant priming mechanisms, we compared the differential accumulation of transcripts known to be involved in innate immunity among treatment groups. The interactions of significantly up- or down-regulated genes encoding products known to function in triggered immunity are presented in Fig. 6a. Treatment-specific expression levels are represented as a heat map for each gene and homolog. Many of these genes were upregulated in response to the pathogen, *S. sclerotiorum*. 

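For 21 gene symbols legible in Fig. 6a, all detected loci with that symbol in the deposited table were taken, which gave 78 loci. Of these, 49 were at least 2-fold higher in Ss and 6 at least 2-fold lower, with a median log_2_ fold change of 1.57. In PA23 + Ss, 21 were higher and 1 lower, with a median of 0.45, and in PA23 6 were higher and 1 lower, with a median of 0.10. All 7 *WRKY33* loci were at least 2-fold higher in Ss and in PA23 + Ss, with medians of 5.12 and 2.54, and none in PA23. All 4 *ERF104* loci were at least 2-fold higher in PA23, with a median of 1.26. The 1 detected *EFR* locus was at 2.27 in PA23, above the median of every other symbol there. It was at 3.33 in PA23 + Ss and 5.29 in Ss. *MPK6* had a median of −0.031 over 4 loci in Ss, which became 0.27 after median scaling.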

In response to PA23, two prokaryote-specific surface receptor genes were downregulated, namely *FLS2* (*BnaA09g17950D*), encoding a receptor kinase which binds bacterial flagellin, and *LYM3* (*BnaCnng11350D*), encoding a receptor required for detection of peptidoglycan.

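*FLS2* (*BnaA09g17950D*) had an FPKM of 6.92 in water and 3.91 in PA23, a log_2_ fold change of −0.82. It was at −0.75 in PA23 + Ss and −0.89 in Ss. *LYM3* (*BnaCnng11350D*) fell from 2.54 FPKM in water to 1.07 in PA23, a log_2_ fold change of −1.25. Its values were −0.98 in PA23 + Ss and −1.92 in Ss, where it was at 0.671 FPKM. The direction of both genes was the same after median scaling.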

**Fig. 6:**
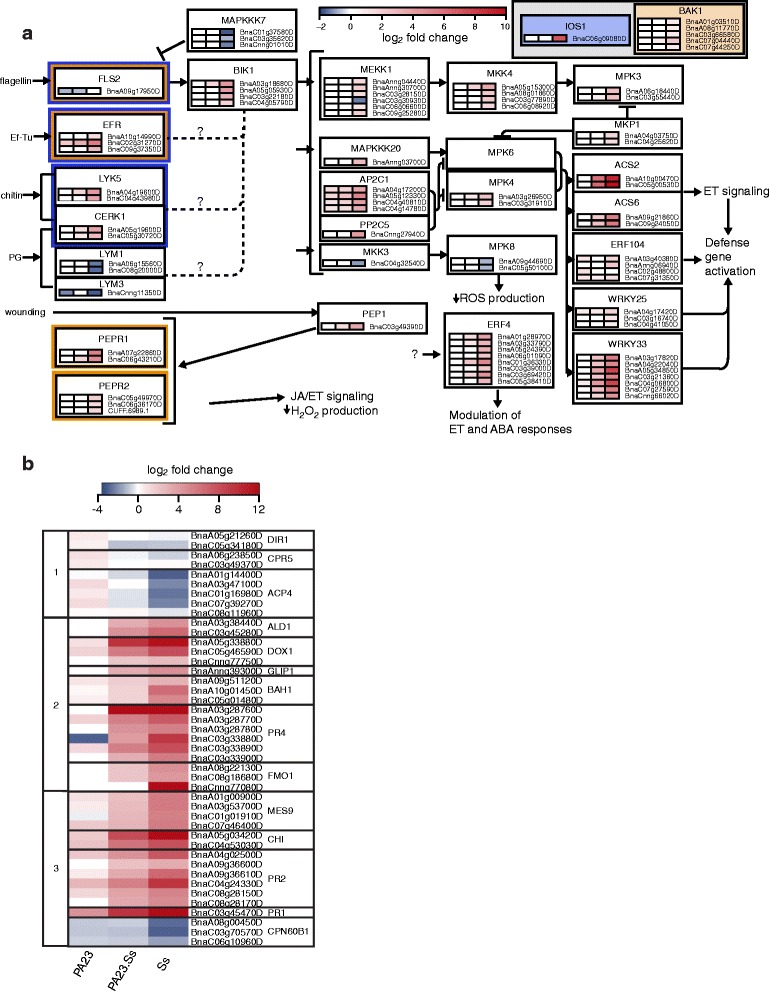
Differentially expressed genes involved in local and systemic defense responses detected within *Brassica napus* treatment groups. **a** Differentially expressed genes involved in innate immunity mapped to known interactions. Expression for each homolog is represented as a heatmap value for each treatment group, from left to right: PA23, PA23 + Ss, Ss. Transcript abundance is measured in log_2_ fold change. Orange and blue borders represent receptors which bind to BAK1 and IOS1 when activated, respectively. **b** Comparison of transcript abundance of select SAR-associated genes as determined by RNA-seq. Transcript abundance is measured in log_2_ fold change. The leftmost column groups genes by expression pattern

Systemic resistance and defense priming are often the result of activation of these innate immunity networks. As such, we investigated downstream responses to discover how PA23 primes the host plant on a systemic level. The SAR GO term was enriched in all treatment groups, including PA23 alone (Fig. 2b). Analysis of RNA-seq data for genes associated with the SAR GO term revealed genes upregulated in the PA23 only group but downregulated in PA23 + Ss and Ss groups (Fig. 6b subgroup 1). Subgroup 1 contained *DIR1*, *CPR5* and *ACP4,* suggesting that these genes are involved in PA23-induced SAR. 

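Over the 9 loci of *DIR1*, *CPR5* and *ACP4* labelled in Fig. 6b, 8 were higher in PA23 than in water and none 2-fold, with log_2_ fold changes from −0.056 to 0.64. In PA23 + Ss 8 were lower and 1 higher, and in Ss all 9 were lower, 5 of them at least 2-fold. After median scaling, *BnaC03g49370D* (*CPR5*) was higher in Ss, at 0.11. The *DIR1* loci of the figure, *BnaA05g21260D* and *BnaC05g34180D*, had 11.2 and 11.3 FPKM in PA23 against 7.17 and 8.92 in water. They match AT5G48485 and are other loci than the *DIR1* loci listed with the SAR markers. The exception in PA23 was *BnaA01g14400D* (*ACP4*), at −0.056.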

We also observed genes induced by *S. sclerotiorum* only (Fig. 6b subgroup 2), as well as those showing altered expression in all treatment groups compared to the water control (Fig. 6b, subgroup 3). 

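*ALD1*, *GLIP1*, *PR4* and *DOX1* were represented by 12 loci. All 12 were higher in Ss than in water, and the 11 with a finite ratio had log_2_ fold changes between 5.23 and 10.62. All 12 were higher in PA23 + Ss as well, with ratios between 2.10 and 7.87 on the log_2_ scale. In PA23, 9 were higher, 2 lower and 1 was listed at 0 in both groups. *GLIP1* (*BnaAnng39300D*) had 0.0622 FPKM in water, 0.167 in PA23, 5.67 in PA23 + Ss and 36.5 in Ss. The *PR4* locus *BnaC03g33880D* was lower in PA23, at 2.64 FPKM against 12.8 in water.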

Treatment with *S. sclerotiorum* alone induced the expression of *ALD1*, *GLIP1*, *PR4* and *DOX1*. The genes *MES9*, *PR1*, *PR2* and *CHI* were upregulated in all treatment groups, although expression was higher in plants where *S. sclerotiorum* was present. 

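Over 13 loci of these genes, 12 were higher in PA23 than in water, with a median log_2_ fold change of 1.38. All 13 were at least 2-fold higher in PA23 + Ss and in Ss, with medians of 3.05 and 5.69, and each had a higher FPKM there than in PA23. The exception in PA23 was *BnaC01g01910D* (*MES9*), at −0.28. *CHI* at *BnaC04g53030D* had 0.879 FPKM in water, 5.83 in PA23, 135 in PA23 + Ss and 748 in Ss. The plot of FPKM by gene shows 12 of the SAR-associated loci.

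**Figure D2:**
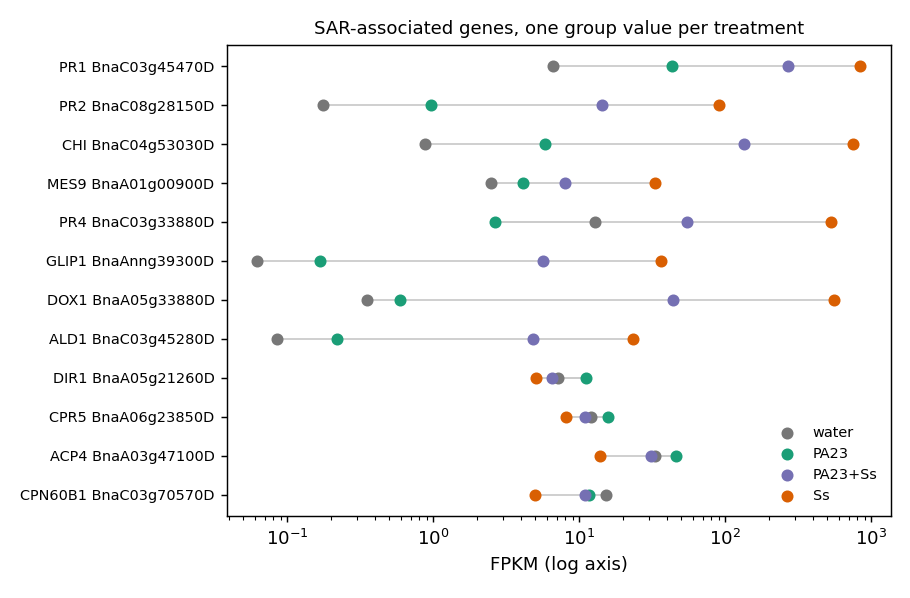
FPKM (log axis) of 12 SAR-associated loci, with 1 point per treatment group and no replicate values. *PR1*, *PR2*, *CHI*, *PR4*, *GLIP1*, *DOX1* and *ALD1* are highest in Ss and next highest in PA23 + Ss, while *DIR1*, *CPR5* and *ACP4* are highest in PA23.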

The same trend could be observed for the downregulation of *CPN60B1*. 

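The 3 *CPN60B1* loci had log_2_ fold changes between −0.60 and −0.37 in PA23, between −0.68 and −0.37 in PA23 + Ss, and between −1.62 and −1.46 in Ss.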

Expression levels for several of the genes mentioned above (*ALD1*, *CHI*, *DOX1*, *FMO1*, *PR1*, and *PR4*) were confirmed using qRT-PCR (Additional file 10: Fig. S4).

## Discussion

Many nonpathogenic rhizobacteria are capable of priming plants for an enhanced defense response via induced systemic resistance (ISR) or systemic acquired resistance (SAR) (see 5,6 and [32] for reviews). However, few of these nonpathogenic microorganisms have been shown to directly antagonize pathogens, especially when applied to the plant phyllosphere [17]. In the current study, we provide compelling evidence that in addition to direct antagonism of *S. sclerotiorum* mitigating disease progression, PA23 protects *B. napus* through priming of host defense systems at the RNA level.

The *B. napus*-*S. sclerotiorum* pathosystem has recently been transcriptionally profiled under a variety of conditions, providing new insight into genetic processes behind hormone and defense pathway signalling changes that support plant innate resistance [33, 34]. Patterns of gene expression revealed that SAR is weakly activated in plants when treated with the biocontrol agent PA23. The activation of an immune response in PA23-treated plants was reflected in both clustering analysis and in the number of DEGs among groups (Figs. 1c, 2a, Additional file 2: Figure S1A). Given the majority of DEGs in the PA23 + Ss group were shared with the Ss group, we hypothesize that *S. sclerotiorum* triggers many of the same defense mechanisms in *B. napus* regardless of PA23. It is important to note, however, that the magnitude of the response is lessened by the presence of the bacteria. This reduction likely results from PA23 antibiosis controlling the *S. sclerotiorum* infection. Additionally, PA23 may attenuate the host defense response through detection of bacterial effectors leading to priming.

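Among genes upregulated at least 2-fold in Ss with a finite ratio in both comparisons (9062 genes), the median ratio of the log_2_ fold change in PA23 + Ss to that in Ss was 0.340. For the 13145 genes at least 2-fold lower in Ss it was 0.241. In the simulated groups without treatment effects, where only the shared water control ties the comparisons, the ratios were 0.436 and 0.556. The change was smaller in PA23 + Ss for 98.8% of the genes higher in Ss and for 99.1% of those lower. For genes at least 2-fold higher, or lower, in either PA23 + Ss or Ss, these shares were 94.5% and 97.49%. Choosing genes by their change in Ss favors a smaller change in PA23 + Ss by itself, and the simulated groups gave 83.0% and 79.0% for genes chosen in Ss and 49.9% and 50.1% for genes chosen in either. Over all genes changed in Ss, 91.8% had the same direction in PA23 + Ss, against 81.4% in the simulation. The simulated Ss lists held a mean of 1552 higher genes against 9648 observed, with the whole difference between PA23 and water taken as noise. The simulated ratios and shares are therefore not like-for-like baselines for the observed ones. The plot of the response with PA23 by the size of the response to Ss gives the medians over the whole range. For the lessened magnitude, the paper proposes PA23 antibiosis against the fungus as a cause and, in addition, an attenuation of the host response through priming.

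**Figure D3:**
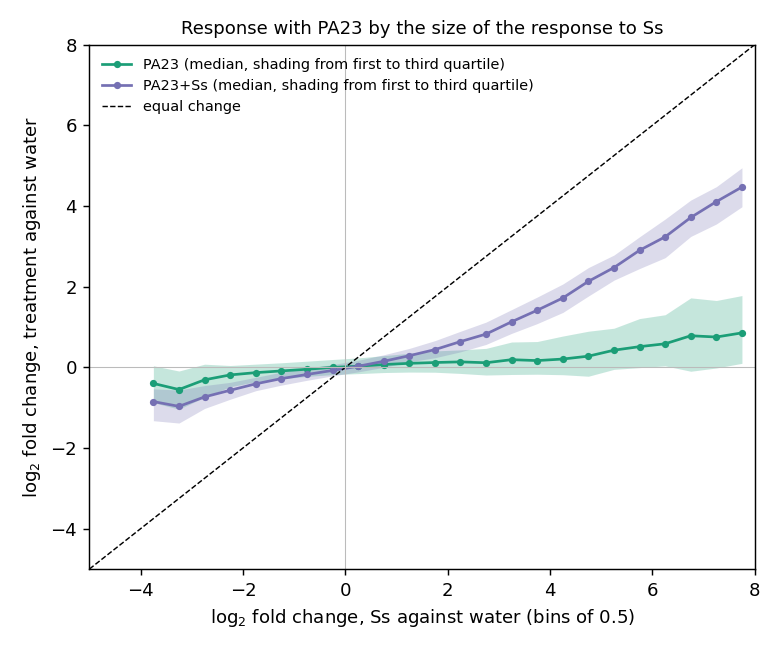
Log_2_ fold change against water in PA23 + Ss and in PA23, for genes grouped by their log_2_ fold change in Ss in steps of 0.5 (lines, medians; shading, interquartile range; dashed line, equal change). For genes at 4.25 in Ss, the medians are 1.72 in PA23 + Ss and 0.21 in PA23.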

Plant cellular signaling cascades which activate defense priming mechanisms are modulated by PAMP/MAMP-detecting pattern recognition receptors (PRRs). Wu al. (2016) observed differential activation of PRRs between resistant and susceptible lines of canola, highlighting the role of PRR activation in response to *S. sclerotiorum*. In plants treated with PA23 alone, surface detection of this nonpathogenic bacterium culminates in systemic defense stimulation via SAR. Genes associated with PAMP/MAMP- and DAMP-triggered immunity networks were turned on in response to *S. sclerotiorum*, but not PA23 (Fig. 6a). The downregulation of *FLS2* in plants treated with PA23 alone is consistent with studies showing that FLS2 is degraded after initial ligand binding to prevent continuous stimulation [35]. Thus, it is logical to surmise that detection of PA23 flagellin by the FLS2 receptor complex contributes to downstream induced defense processes. A similar mechanism may be responsible for repression of *LYM3*. Willmann et al. [36] found that in Arabidopsis, infection with virulent *P. syringae* pv*. tomato* DC3000 lead to strong downregulation of *LYM3, FLS2* and to a lesser degree *LYM1*. 

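The lysin motif receptor gene *LYM1* is labelled at 2 loci in Fig. 6a. *BnaA06g15560D* had 2.56 FPKM in water and 1.86 in PA23, a log_2_ fold change of −0.46, and *BnaC08g20000D* had 6.55 and 5.35, a log_2_ fold change of −0.29. In Ss they were at −1.69 and −1.81.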

*LYM1* activity is unchanged in response to PA23. Differences in *LYM1* and *LYM3* expression may indicate receptor specificity, as these two proteins are not functionally redundant [36]. The role these receptors play in the activation of systemic resistance appears to be variable. For example, flagellin plays an important role in the induction of systemic defense in response to enteric bacteria applied to leaves of Arabidopsis [37]. In the rhizosphere, purified flagellin from nonpathogenic *P. putida* WCS358 induced ISR in Arabidopsis but not in bean or tomato [19]. Moreover, *Pseudomonas fluorescens* SS101 induced systemic resistance in Arabidopsis *fls2* mutants suggesting that FLS2 is not required for priming during this interaction [38]. In the future, determining the roles of these receptor complexes in PA23-mediated defense priming should provide additional insight into the molecular underpinnings of this tri-partite system at the plant cell surface.

SAR is a classic example of defense priming which is usually associated with localized pathogen attack [14]. While genes associated with SAR were induced in all treatments, we identified genes specifically upregulated in plants treated with PA23 alone. Elevated *DIR1*, *CPR5*, and *ACP4* activity are indicative of SAR induction via glycerol-3-phosphate (G3P). G3P is one of several inducers of SAR, and is also a precursor for the synthesis of membrane and storage lipids [39, 40]. The lipid transfer protein, DIR1, which is upregulated in PA23-treated plants, leads to G3P accumulation and G3P-induced SAR [41]. DIR1 binds to EARLI1, a paralog of AZI1 which is required for SAR and upregulated in PA23-only treated plants (Table 1) [42]. Expression patterns of *ACP4* further support this hypothesis, as ACP4 knockout plants are unable to perceive mobile SAR signals [43]. ACP4 also plays a major role in the biosynthesis of fatty acids within the chloroplast, which indirectly increases G3P levels [41, 44]. While CPR5 is thought to have a role in inducing SAR, its exact function has not been defined. Notwithstanding, CPR5 has been shown to negatively regulate programmed cell death caused by effector-triggered immunity, which supports the hypothesis that PA23 promotes plant growth, as it is known that *S. sclerotiorum* infection results in cell death [45–47]. Taken together, our data support a role for G3P in PA23-mediated defense priming which serves to protect plants from fungal infection.

As a downstream marker of immune responses, ROS function as part of a localized hypersensitive-type reaction to invading pathogens, as well as signals for systemic response initiation [48]. Sclerotinia acutely modifies the redox state of the host at infection sites to promote pathogenesis through production of oxalic acid [49]. Several ROS response genes were identified that are upregulated in either all treatment groups (PA23, PA23 + Ss, Ss), or in those exclusively treated with *S. sclerotiorum* (Ss, PA23 + Ss), similar to the activation of redox homeostasis genes observed by Yang et al. [50]. *HSFA4A* is thought to both regulate plant responses to oxidative stress and function as an antiapoptotic factor [51]. Upregulation in PA23 groups suggests that treatment with bacteria alone can induce the plant oxidative stress response resulting in ROS production. This reaction appears to be mild in nature, as only two of the four upregulated HSFA4A homologs accumulated in the PA23 treatment group. In addition, HSFA4A-induced *ASCORBATE PEROXIDASE 1* (*APX1*) was upregulated in *S. sclerotiorum*-treated plants, and is required for H_2_O_2_ scavenging and the prevention of protein oxidation during oxidative stress [52]. Regulation of plant defense through ROS in the presence of PA23 may operate via the expression of *ETHYLENE RESPONSE FACTOR 6* (*ERF6*) and *XANTHINE DEHYDROGENASE 1* (*XDH1*). ERF6 modulates the expression of antioxidant enzymes to control ROS production and XDH1 is thought to be a source of O_2_^−^ production [48, 53]. An important difference between the PA23 + Ss and Ss groups is upregulation of superoxide dismutase activity in DP5, which suggests enhanced management of O_2_^−^ molecules in PA23 + Ss (Fig. 4a, b). Thus, gene expression changes indicate a mild and controlled production of ROS in response to PA23 alone, while pretreatment with PA23 prior to pathogen exposure allows for enhanced management of the oxidative stress response.

To substantiate the changes observed at the RNA level, we were interested to see if PA23 stimulates ROS production and/or modulates ROS levels on the leaf surface. In plants treated with PA23 alone, ROS production involving low levels of H_2_O_2_ was observed (Fig. 3). This is significant as non-toxic levels of H_2_O_2_ are key to the activation of priming pathways which reinforce resistance to abiotic and biotic stressors [54]. Large regions staining for both H_2_O_2_ and O_2_^−^ molecules in Ss-treated leaves indicates a widespread oxidative stress response which appears to be unregulated. Leaves treated with PA23 + Ss had not only H_2_O_2_ but O_2_^−^ as well, confirming that *S. sclerotiorum* induces an oxidative stress response involving both molecules. Conversely, O_2_^−^ staining was not observed in the PA23 only treatment group (Fig. 3f, j). Collectively, our findings establish that ROS production in PA23-only treated leaves is limited to mild oxidative stress and is likely an outcome of weakly induced upstream innate immunity. Such findings support a role for ROS in the priming of plant basal defenses and initiation of long-distance signaling consistent with downstream PA23-mediated induction of SAR genes. In response to *S. sclerotiorum,* ROS production is limited in plants pretreated with PA23. We believe this results from a combination of direct fungal antagonism by PA23 and increased capacity to maintain ROS homeostasis during oxidative stress.

Thylakoid membranes in chloroplasts are a major source of ROS because they house the photosynthetic electron transport system [55]. Oxidative stress observed during *S. sclerotiorum* infection is likely responsible for damage to the chloroplast and a reduction in photosynthetic activity [56, 57]. In Ss-treated plants, the observed upregulation of *CLH1* is likely due to chloroplast damage leading to the release of chlorophylls from thylakoid membranes. *CLH1* expression is induced for quick degradation of these photoactive molecules, a process known to be elicited by necrotrophic pathogens [58, 59]. TEM imaging substantiated these findings, as the region containing thylakoid tissue was decreased. In contrast, we observed an increase in relative area dedicated to thylakoid structures in chloroplasts within PA23-treated plants coupled with an increase in total chlorophyll content and repression of *CLH1.* In other studies, BCA application has been associated with increased chlorophyll in the plant host [60–62]. The lack of overexpression of *CLH1* in the PA23-only treatment group is consistent with evidence showing that *CLH1* is only induced after cellular collapse, a defense response not elicited by nonpathogenic organisms [63]. Moreover, active repression of *CLH1* may be evidence of a yet-to-be-identified role for chlorophyll in defense priming. Detection of more plastoglobules in the chloroplasts of PA23-treated plants suggests increased plastid lipid metabolism, potentially facilitating synthesis of lipid signaling molecules and remodeling of thylakoid membranes [64].

Such gene expression patterns together with the observed morphological changes in the chloroplasts of PA23-treated leaves correlate to the activation of SAR-modulated expression and mitigation of *S. sclerotiorum* disease progression.

Finally, the plant cell wall is an important component of innate immunity and defense priming [65]. Changes in gene expression related to cell wall architecture were exclusively observed for plants in the PA23 + Ss treatment group. 

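In the deposited table, 56 detected loci carry a symbol or description of a xyloglucan endotransglycosylase. By the size rule, 16 of them were upregulated in PA23 + Ss, 20 in Ss and none in PA23. In PA23 + Ss alone there were 7, in Ss alone 11, and 9 were upregulated in both. Downregulation held for 2 loci in PA23 + Ss and 18 in Ss.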

GO terms associated with cell wall development including thirteen xyloglucan endotransglycosylases which function to build up the cell wall during cell growth [66] and three homologs of *LIPID TRANSFER PROTEIN 2* (*LTP2*) were enriched. These proteins may be involved in the deposition of cutin or wax in the extracellular matrix, and may increase tolerance to pathogens as has been shown in tobacco [67]. As these genes were only upregulated in PA23 + Ss, we hypothesize this to be the result of a heightened defense response to *S. sclerotiorum* primed by PA23 pretreatment.

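Median scaling gave 19 upregulated xyloglucan endotransglycosylase loci in PA23 + Ss and 22 in Ss, 13 of them in both. Of the *LTP2* loci, 2 were upregulated by size in PA23 + Ss and none in Ss, and 1 of these was upregulated in PA23 as well. After median scaling, all 3 were upregulated in PA23 + Ss, 2 of them in no other treatment.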

## Conclusions

Findings from the current study broaden our understanding of PA23-mediated control of sclerotina stem rot. Beyond antibiosis, application of PA23 to the plant phyllosphere protects canola through induction of plant innate-immune pathways involving G3P-mediated SAR, ROS signaling molecules and protection of chloroplast integrity. Together, these processes serve to prime the plant and enhance defenses in response to fungal attack. As we move towards more sustainable approaches for crop disease management, it is essential that we fully appreciate the impact that BCAs pose on the plants they protect as well as the surrounding environment. Findings from the current study are an important step in this direction.

## Methods

### Plant and bacterial growth conditions

*Brassica napus* cv. Westar plants were grown in Sunshine Mix #1 soil in growth chambers at 21 °C with a light/dark photoperiod of 16 h/8 h and 0% humidity. *P. chlororaphis* PA23 was grown overnight in Luria-Bertani broth at 28 °C in a shaking incubator.

### Greenhouse infection assays

One day prior to fungal pathogen exposure, *B. napus* plants at the 30% flowering stage were sprayed until dripping with a 2 × 10^8^ cfu/mL solution of PA23 resuspended in sterile water supplemented with 0.02% Tween 20 as a surfactant. Plants not receiving biocontrol treatment (water control and Ss only groups) were sprayed with sterile water (0.02% Tween 20). Plants were sealed in clear bags to maintain relative humidity and returned to the growth chamber for 24 h. The following day, bags were removed and plants receiving the pathogen treatment were sprayed with an 8 × 10^4^ spores/mL solution of *S. sclerotiorum* ascospores resuspended in sterile water (0.02% Tween 20). Control plants and plants to be exposed only to PA23 were sprayed with sterile water (0.02% Tween 20). Plants were transferred to a humidity chamber with humidity levels of 70–90% for 72 h. During this time, plants were gently shaken at the base twice to encourage petals to detach and fall into the plant canopy. Infection rates were quantified by calculating the ratio of petals causing lesions to total petals in the plant canopy. Counts from three plants were pooled for each treatment. This experiment was performed three times.

### RNA extraction and sequencing

Infection assays were carried out as described above, and tissue from three biological replicates was collected for RNA extraction. Three leaves per plant and three plants per treatment group were used for each biological replicate. Leaves upon which petals had landed were used for collection, as these are sites of potential infection. The petal was removed from the leaf and approximately 1cm^2^ area of leaf tissue surrounding the site was collected with a scalpel. For *S. sclerotiorum*-infected leaves, green tissue immediately surrounding the lesion was collected. Cuttings were flash frozen in liquid nitrogen, and stored at −80 °C for no more than 2 days before processing. Total RNA was extracted using PureLink® Plant RNA Reagent (Invitrogen). DNA contamination was removed with the Turbo DNA-*free*™ kit (Ambion), following the manufacturer’s instructions. RNA concentration was verified using a NanoVue spectrophotometer (GE Healthcare), and quality was measured with an Agilent 2100 Bioanalyzer with Agilent RNA 6000 Pico and Nano Chips (Agilent Technologies; Santa Clara, CA, USA). RNA-seq libraries were prepared according to the alternative HTR protocol (C2) described by Kumar [68] with the exception of PCR enrichment of the libraries, where the number of cycles was adjusted to 11. Libraries were validated using the Agilent Bioanalyzer High Sensitivity DNA Assay with DNA chips (Agilent Technologies). The desired fragment sizes of sheared cDNA with ligated adapters were isolated employing the E-Gel® electrophoresis system (Invitrogen). 100 bp single-end RNA sequencing was carried out at Génome Québec (Montreal, Canada) on the Illumina HiSeq 2000 platform.

### Data analysis

Sequenced reads were analyzed to remove barcode adapters and low quality reads using the Trimmomatic tool [69]. The parameters for Trimmomatic which maximized mapping efficiency to the *B. napus* and *S. sclerotiorum* genomes (*B. napus*: v.4.1, Chalhoub et al. [30]; *S. sclerotiorum*: v1, Amselem et al., [70]) were determined using FastQC reports for quality control (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) followed by alignment with Tophat2 v.2.1.0 [71]. Reads mapped to the *B. napus* and *S. sclerotiorum* genomes as expected, with 81.42% of reads mapping to *B. napus* across samples (Additional file 1: Table S1). Multiple mapping reads were retained to detect expression of plant defense and resistance genes of interest that may be duplicated within the genome. The value of multiple-mapping reads is determined by dividing the count by the total number of hit locations [71]. For example, a read mapping to four locations will be recorded as 0.25 at each position. This correction statistically favors uniquely mapping reads in downstream analyses. Alignment of reads to these genomes was performed in high-sensitivity mode using *B. napus* reference annotation v5 from Chalhoub et al. [30] and the *S. sclerotiorum* reference annotation from Amselem et al. [70] as guides. The cufflinks and cuffmerge tools within the Cufflinks v.2.2.1 suite [71] were employed to construct a transcriptome from the reads and identify novel transcripts. Transdecoder (https://transdecoder.github.io) was used to identify open reading frames (ORFs) within transcript sequences. Genes were identified by aligning translated ORF sequences with proteins in the Arabidopsis TAIR10, NCBI and Uniprot databases using BLAST [72]. Read counts were normalized to FPKM values using the cuffquant and cuffdiff tools in the Cufflinks package with default settings [71]. Significantly differentially expressed genes were identified as those with a corrected *p*-value <0.05 (false discovery rate = 0.05). This output was used for hierarchical clustering via the pvclust package (https://cran.r-project.org/web/packages/pvclust/pvclust.pdf) and Venn diagram generation via Venny v2.1 (http://bioinfogp.cnb.csic.es/tools/venny/index.html). Dominant patterns (DPs) of expression were identified using the cuffdiff output data via the Fuzzy K-means (FKM) implementation FANNY (https://cran.r-project.org/web/packages/cluster/cluster.pdf) with a K value of 10. Transcripts with a Pearson’s correlation of 0.85 or above were assigned to DPs. Principal component analysis was performed on raw counts using the DESeq2 package [73]. Unmapped reads were converted from BAM format to FASTA with the SAMtools software package (http://samtools.sourceforge.net/). Fasta files were then aligned to the SILVA phylogenetic database (https://www.arb-silva.de/) with a local instance of ncbi-BLAST-2.6.0+ (https://blast.ncbi.nlm.nih.gov/Blast.cgi) to identify the composition of unmapped reads (Additional file 2: Figure S1). To identify genes that may be unique to cv. Westar, unmapped reads from water and PA23 control samples were assembled to transcript fragments (Additional file 3: Dataset S1) with the Trinity package (https://github.com/trinityrnaseq/trinityrnaseq/wiki). Assembled transcripts were then aligned with a local instance of ncbi-BLAST-2.6.0+ to a database of *Brassicaceae* transcript sequences (Additional file 4: Dataset S2).

### Staining for reactive oxygen species

*B. napus* leaves were stained for hydrogen peroxide (H_2_O_2_) and superoxide radical (O_2_^−^) accumulation as per the methods of Kumar et al. [68]. Briefly, leaves were severed with petioles intact and immersed in staining solution overnight in the dark, while avoiding contact between the solution and the severed petiole to reduce staining of the vein conduits. For H_2_O_2_ detection, a 1 mg/mL solution of 3,3′-diaminobenzidine was used. A 0.2% solution of nitrotetrazolium blue chloride in 50 mM sodium phosphate buffer at pH 7.5 enabled identification of O_2_^−^. The following day, chlorophyll was removed from the leaves by submersion in 95% ethanol and heating in a boiling water bath.

### Chlorophyll quantification

Concentrations of chlorophyll *a* and *b* were determined based on methods described by Arnon [74] and Porra [75]. Briefly, tissue from two leaves per plant was combined as one biological replicate and ground in liquid nitrogen. Approximately 200 mg of powder was extracted in 80% acetone buffered to pH 7.8. All steps of the extraction were performed in the dark. Concentrations were calculated as described by Porra [75]. Three biological replicates were collected and absorbance values were measured twice for each replicate. The experiment was repeated twice.

### Transmission electron microscopy

Leaf tissue was collected as above and processed following the methods of Chan and Belmonte [76]. Tissue was fixed overnight in 3% glutaraldehyde in 0.025 M cacodylate buffer supplemented with 5 mM calcium chloride (pH 7.0). Plant material was rinsed with cacodylate buffer and post-fixed with 2% osmium tetroxide in 0.8% KFe(CN)_6_ in cacodylate buffer. After post-fixation, the sample was rinsed with distilled water and stained overnight with a 0.5% aqueous uranyl acetate solution. Plant material was rinsed in distilled water and dehydrated in a graded ethanol series. The leaf tissue was further dehydrated in 1:1 absolute ethanol to propylene oxide (*v:v*) followed by 100% propylene oxide. Finally, tissue was gradually infiltrated and embedded in Spurr’s epoxy resin at 70 °C. All methods prior to embedding were performed at 4 °C. Using a Reichert–Jung Ultracut ultramicrotome, sections were cut (90 nm thickness) with a Diatome diamond knife and mounted on copper grids. The sections were visualized with a Hitachi H-7000 transmission electron microscope at 75 kV and pictures were taken using AMT Image Capture Engine version 601.384.

### Differential gene expression verification using qRT-PCR

RNA collected for RNA sequencing was also used to synthesize cDNA for qRT-PCR. qRT-PCR primers are listed in Additional file 11: Table S2. Following integrity checks via the Agilent 2100 Bioanalyzer with Agilent RNA 6000 Pico and Nano Chips (Agilent Technologies; Santa Clara, CA, USA), cDNA was synthesized with the Maxima First Strand cDNA Synthesis Kit (Thermo Fisher Scientific, Inc.). qRT-PCR was performed on a Bio-Rad CFX Connect™ Real-Time System with SsoFast™ EvaGreen® Supermix (Bio-Rad, USA). The following cycling conditions were employed: 95 °C for 30 s, followed by 45 cycles of 95 °C for 2 s and 60 °C for 5 s. Melt curves (0.5 °C increments in a 68–90 °C range) for each gene were performed to assess the sample for non-specific targets, splice variants and primer dimers. CFX Manager v3.1 (Bio-Rad, USA) was used to calculate relative mRNA abundance from three technical replicates per primer set per sample utilizing the ΔΔCt method. ATGP4 was incorporated as an endogenous control and water-treated tissue was used as a reference sample. Three biological replicates for each treatment were measured.

## Additional files

Additional file 1: Table S1. RNA-seq library reads mapped to the *Brassica napus* and *Sclerotinia sclerotiorum* genomes. (PDF 14.7 kb)

Additional file 2: Figure S1. Identification of contamination within unmapped reads with ncbi-BLAST. For all treatments, unmapped reads were converted to fasta format with SAMtools and aligned to the SILVA rRNA sequence database. Average distribution of alignments are represented in individual pie charts for each treatment group. (PDF 10 kb)

Additional file 3: Dataset S1. Trinity transcriptome assembly of unmapped reads from control treatment groups. (FASTA 51567 kb)

Additional file 4: Dataset S2. ncbi-BLAST results of unmapped transcripts assembled with Trinity to Brassicaceae nucleotide database. (XLSX 3895 kb)

Additional file 5: Figure S2. Downregulated genes in canola treatment groups. A. Venn diagram of *B. napus* gene counts for uniquely and significantly downregulated genes in treatment groups compared to the water control. B. Heatmap of enriched GO terms selected from genes identified in A. (PDF 347 kb).

Additional file 6: Dataset S3. GO terms enriched in shared and uniquely-expressed genes between treatment groups, with associated log_10_ *p*-values for each treatment. List of GO terms was generated via analysis of lists of genes grouped from Fig. 2a in CanEnrich software. Red-highlighted cells indicate significant *p*-values of less than 0.001. (XLSX 968 kb)

Additional file 7: Figure S3. Dominant patterns of expression generated from RNA-seq FPKM values using a Fuzzy K-means clustering algorithm. (PDF 293 kb)

Additional file 8: Dataset S4. List of genes comprising each dominant pattern (DP) of expression seen in Additional file 2: Figure S2. (XLSX 291 kb)

Additional file 9: Dataset S5. Gene names, log_2_ fold change values and corresponding gene ontology (GO) term for select chloroplast-related GO terms. (XLSX 29 kb)

Additional file 10: Figure S4. Relative abundance of select SAR-related gene transcripts as determined by RNA-seq (grey bars) and qRT-PCR (black line). (PDF 100 kb)

Additional file 11: Table S2. qRT-PCR primers used in this study. (PDF 14.7 kb)

## Abbreviations

BCA: Biocontrol agents
Canola: *Brassica napus*
DEGs: Differentially expressed genes
DP: Dominant pattern; transmission electron microscopy (TEM)
FKM: Fuzzy K-means
FPKM: Fragments Per Kilobase of transcript per Million mapped reads
G3P: Glycerol-3-phosphate
GO: Gene ontology
H_2_O_2_: Hydrogen peroxide
ISR: Induced systemic resistance
MAMPs: Microbial-associated molecular patterns
O_2_^−^: superoxide
PAMPs: Pathogen-associated molecular patterns
PCA: Principal component analysis
PGPR: Plant growth-promoting rhizobacteria
PRRs: PAMP/MAMP-detecting pattern recognition receptors
RNA-seq: RNA sequencing
ROS: Reactive oxygen species
SAR: Systemic acquired resistance
Ss: *S. sclerotiorum*
TAIR: The Arabidopsis Information Resource

# Supplementary material for: The biocontrol agent Pseudomonas chlororaphis PA23 primes Brassica napus defenses through distinct gene networks
**Source:** BMC Genomics. 2017 Jun 19;18:467. doi: 10.1186/s12864-017-3848-6
**Supplement:** Supplementary file 1 — RNA-seq library reads mapped to the Brassica napus and Sclerotinia sclerotiorum genomes.

**Table S1.** RNA-seq library reads mapped to the *Brassica napus* and *Sclerotinia sclerotiorum* genomes.

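Table S1 gives, for each of the 12 libraries, the number of reads and the number and percentage that mapped to each genome. Infected leaf tissue holds plant and fungal cells together, so that a read could come from either organism. Mean percentages of reads mapped to the *S. sclerotiorum* genome, computed from the paper's percentages, were 0.0833 in water, 0.0933 in PA23, 0.433 in PA23 + Ss and 2.74 in Ss. The 3 libraries of PA23 + Ss had 0.09, 0.19 and 1.02 percent. Above the level of water, the mean of PA23 + Ss was 13.2% of that of Ss. This share rests mostly on the library with 1.02 percent.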

| Treatment (Replicate) | Total reads | Reads mapped to <i>B. napus</i> genome | <i>B. napus</i> mapping % | Reads mapped to <i>S. sclerotiorum</i> genome | <i>S. sclerotiorum</i> mapping % |
|-----------------------|-------------|----------------------------------------|---------------------------|-----------------------------------------------|----------------------------------|
| H <sub>2</sub> O (1)  | 53,994,750  | 39,109,273                             | 78.14%                    | 46,038                                        | 0.09%                            |
| H <sub>2</sub> O (2)  | 46,151,214  | 33,249,878                             | 77.65%                    | 33,761                                        | 0.08%                            |
| H <sub>2</sub> O (3)  | 33,188,701  | 26,792,764                             | 83.31%                    | 24,608                                        | 0.08%                            |
| PA23 (1)              | 13,165,652  | 10,600,591                             | 84.09%                    | 14,545                                        | 0.12%                            |
| PA23(2)               | 28,819,289  | 23,359,660                             | 83.80%                    | 21,184                                        | 0.08%                            |
| PA23 (3)              | 23,310,938  | 18,915,639                             | 83.78%                    | 17,072                                        | 0.08%                            |
| PA23+Ss (1)           | 42,652,467  | 30,549,663                             | 77.39%                    | 34,130                                        | 0.09%                            |
| PA23+Ss (2)           | 29,392,010  | 23,728,001                             | 83.48%                    | 53,276                                        | 0.19%                            |
| PA23+Ss (3)           | 37,445,373  | 28,861,605                             | 82.50%                    | 358,553                                       | 1.02%                            |
| Ss (1)                | 28,442,683  | 22,522,734                             | 82.03%                    | 654,286                                       | 2.38%                            |
| Ss (2)                | 46,092,745  | 32,405,839                             | 80.93%                    | 1,143,800                                     | 2.86%                            |
| Ss (3)                | 23,707,533  | 18,188,028                             | 79.97%                    | 676,368                                       | 2.97%                            |

# Supplementary material for: The biocontrol agent Pseudomonas chlororaphis PA23 primes Brassica napus defenses through distinct gene networks
**Source:** BMC Genomics. 2017 Jun 19;18:467. doi: 10.1186/s12864-017-3848-6
**Supplement:** Supplementary file 11 — qRT-PCR primers used in this study.

**Table S2.** qRT-PCR primers used in this study.

| Primer name     | Oligonucleotide sequence       | Gene name |
|-----------------|--------------------------------|-----------|
| ALD1both-F      | 5'- CCGAAGCAGATCACCTCAGA -3'   | ALD1      |
| ALD1both-R      | 5'- CTTGTCACCTTGTTCAGGC -3'    | ALD1      |
| BnaA05g03420D-F | 5'- GCTCAAGACCAGGTTCTTGC -3'   | CHI       |
| BnaA05g03420D-R | 5'- CCTTGATTGTCGGGCCAAAG -3'   | CHI       |
| BnaA06g13830D-F | 5'- GCGAGGCTTGATCCTTTGC -3'    | CLH1      |
| BnaA06g13830D-R | 5'- AGCTTCCCTGAGGATACCAA -3'   | CLH1      |
| BnaA05g33880D-F | 5'- ACGAGTGTCCCTTAAGCTCC -3'   | DOX1      |
| BnaA05g33880D-R | 5'- GGGTGTACGGGAATTAAGCG -3'   | DOX1      |
| FMO1-F          | 5'- AAGAAAGTCGCGGTCATTGG -3'   | FMO1      |
| FMO1-R          | 5'- TCCACCTTCTCCTTGATTTGC -3'  | FMO1      |
| BnaC03g45470D-F | 5'- TCTTGCAACTATGATCCTCGGG -3' | PR1       |
| BnaC03g45470D-R | 5'- ACGTCCTATATGCACGTGTT -3'   | PR1       |
| PR4-1-F         | 5'- GCGGTAGATGCTTAAGAGTGAC -3' | PR4       |
| PR4-1-R         | 5'- CCCGTTACTGCACTGATCCA -3'   | PR4       |
| PR4-2-F         | 5'- AGTGCTTAAGGGTGAGGAACA -3'  | PR4       |
| PR4-2-R         | 5'- ACATTGCAACGTCCAAATCCA -3'  | PR4       |

How the deposited data were processed for this re-analysis (not part of the article)

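The data were RNA-seq measurements of *B. napus* leaf tissue from 12 samples, 3 each of the water control, PA23, PA23 + Ss and Ss. The authors trimmed the reads with Trimmomatic, aligned them to the *B. napus* genome with Tophat2 and assembled transcripts with the Cufflinks suite. The authors then computed FPKM values with cuffquant and cuffdiff under default settings and deposited 1 value per locus and treatment group, with the 3 replicates combined. The authors used DESeq2 for their principal component analysis, and it was not used here. The 4 value columns of the deposited table were read by their names as the 4 treatment groups, and no value column was left out. The table holds 43105 loci with an identifier of the A subgenome, 54151 of the C subgenome and 525 without one, besides 1581 assembled loci and 5 others. Which loci the authors left out of the table is not stated.

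The analysis planned for each comparison took the authors' corrected *p*-values or a test on replicates. The table held neither, so no test of a gene was made. In their place a size rule was used that joins 2 of the alternatives chosen before the data were examined: an absolute log_2_ fold change of at least 1, and FPKM of at least 1 in at least 1 of the 2 groups. A value of 0 in 1 group counts as changed when the other group has FPKM of at least 1, and no fold change is given for it. The comparisons were each treatment against water and PA23 + Ss against Ss. Detection was set at FPKM of at least 1, with classes from 1 to below 5, from 5 to 25 and above 25.

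Alternatives tried for the counts were no minimum FPKM, leaving out ratios with a 0, and annotated loci only. Median scaling, a pseudocount of 1 FPKM and a 4-fold threshold were added for the counts after the values were seen. For single genes, median scaling and a pseudocount of 1 FPKM were planned. Detection was repeated at 0.5 and 2 FPKM and with class boundaries of 4 and 20 FPKM. A count was taken as unchanged when it stayed within 1.5 times its value, a log_2_ value when it moved by less than the logarithm of 1.5, and a percentage when it stayed within the 95% Wilson interval of the value given at the claim. The alternatives that need corrected *p*-values or replicates could not be run. For the neighbouring genes, circular shifts of the calls were planned. They keep neighbouring calls together and so cannot serve as a comparison, and 1000 random placements of the calls among the loci were used instead. Loci were ordered by their identifiers along each chromosome, and loci without a chromosome in their identifier were left out. The planned Fisher's exact test of the subgenomes was replaced by shares, since genes are not replicates.

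The median of a gene list was compared with 10000 random lists of the same size, drawn among detected genes with a finite ratio from 20 bins of mean log_2_(FPKM + 1), and is given as a percentile. The lists were clock genes with peaks around dawn (*CCA1*, *LHY*, *RVE8*, *PRR9*) and dusk (*TOC1*, *GI*, *ELF4*, *LUX*, *PRR5*), floral genes (*AP3*, *PI*, *SEP1*, *SEP2*, *SEP3*, *SHP1*, *SHP2*, *STK*), loci matching genes of the Arabidopsis chloroplast or mitochondrial genome, and nuclear genes of the photosystems. Loci were assigned by the Arabidopsis matches in the table. The overlap that a shared water control gives was simulated 20 times from groups without treatment effects. Noise was drawn within the expression bins from the difference between PA23 and water with a random sign, so that all of that difference was treated as noise, over 46988 genes.

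The size rule was tested on simulated data of 43834 genes, of which 200 changed 4-fold, with an assumed small noise that was not estimated from the data. For PA23 against water it called 100% of the changed genes and 13 of the others. For Ss against water, simulated with a lower overall scale, it called 98.5% of the changed genes and 357 others, and after median scaling 99.5% and 24 others. How many genes the noise of the deposited values alone would carry past the rule could not be estimated without replicates. In the simulated groups of the shared water control, the rule called a mean of 1556 genes higher in PA23, 1563 in PA23 + Ss and 1552 in Ss. Observed were 1264, 3679 and 9648. Those groups treat any effect of PA23 as noise, so their counts cannot separate noise from effect in PA23. Of 200 lists of 20 genes without a change, 6% lay outside the middle 95% of random lists.

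Named genes were those that the paper's text, Table 1 or the labels of Fig. 6 give for the statements at hand, *CLH1* by its primer name, and for each treatment the 3 genes with the largest rise and the 3 with the largest fall, with FPKM of at least 1 in the higher group and above 0 in the lower. The planned condition on an adjusted *p* could not be applied. Values in Table 1 and Dataset S5 were seen before the deposited table. The symbols of Fig. 6a were read from the figure, and the xyloglucan endotransglycosylase loci were taken by symbol or description, after the values were seen.

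Computations used python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Random numbers used a fixed seed of 11. The petal assays, staining, microscopy, chlorophyll measurements and qRT-PCR have no deposited file and were not analysed here.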

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

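Of the tests in this part, those on the loci resembling organellar genes, on floral genes and on the clock genes in PA23 + Ss were chosen after their results were seen.

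Clock genes, which the paper does not discuss, differed between treatments. In PA23 the 12 detected loci of the dawn list had a median log_2_ fold change of 0.40, above 99.97% of matched random lists, and the 20 of the dusk list had a median of −0.33, at percentile 0.01. *LHY* loci rose by 0.85 to 0.99, *CCA1* loci by 0.54, and *TOC1* loci lay between −0.58 and −0.27. *PRR9* loci lay between 0.02 and 0.20, and *RVE8* loci between −0.07 and 0.46. The loci of each list are homologs of a few genes, while the random lists drew genes independently. The percentiles may therefore overstate the evidence in each treatment. In PA23 + Ss the medians had the opposite signs: the dawn median was −0.82, below every random list, and the dusk median was 0.26, at percentile 99.13. The dusk list had 4 loci higher and 16 lower in PA23, and 12 higher and 8 lower in PA23 + Ss. In Ss the dawn median was −2.25, below every random list, and the dusk median was −0.37, at percentile 43.63, with 8 loci higher and 12 lower. Median scaling kept the sign of each of these medians. A different hour of day at sampling predicts opposite moves of the lists, and both lists lay outside the middle 95% of random lists in PA23 and in PA23 + Ss, so a different hour may explain the differences there. The evidence is weaker in PA23 + Ss, where the dusk list went both ways and the *GI* loci were lower, at −0.21 and −0.11. In Ss it cannot be told apart from other causes, because the dusk list goes both ways there too and its median is near the middle of the random lists. Plants were kept under a light and dark cycle, and the paper's text does not name the hour of collection. An action of the treatments on the clock stays open as a biological explanation and was not tested. With 1 value per group, neither a mislabelled library nor a difference between replicates could be examined.

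Floral genes were detected in leaf tissue of Ss. Summed over loci, *AP3* had 8.56 FPKM in Ss against 0.160 in water, and *PI* had 4.04 against 0.209. In PA23 + Ss they were at 0.157 and 0.376. Leaves on which petals had landed were collected after the petal was removed, so floral RNA could remain on the tissue. Petal RNA would leave carpel and ovule genes low, but *SHP1* rose as well, to 3.66 FPKM in Ss from 0.0572 in water, while *SHP2* was at 0 in Ss and at 0.00915 in water, and *STK* was at 0 in both. The highest single locus of *AP3*, *PI* and *SHP1* in Ss had 3.65 FPKM. Summed over loci, *PI*, *SHP1*, *SEP1*, *SEP2* and *SEP3* were higher than in water in every treatment. Petal or other floral RNA therefore cannot be told apart from expression of floral genes by leaf cells at these low levels. *SEP1*, which Table 1 lists, rose in PA23 to 10.9 FPKM summed over loci, from 0.822 in water, and was at 9.32 in PA23 + Ss and 9.78 in Ss. *SEP2* stood at 0.289 in water, 2.06 in PA23, 3.18 in PA23 + Ss and 3.36 in Ss, and *SEP3* at 0.603, 1.97, 1.03 and 2.54. *AP3* stayed at 0.154 FPKM in PA23, its level in water, while *PI* moved from 0.209 to 0.602. Floral RNA in the PA23 samples therefore cannot be told apart from expression of *SEP1* in the leaf.

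Loci whose Arabidopsis match is a chloroplast gene had a median log_2_ fold change of 1.04 in PA23 and 0.94 in Ss over 30 detected loci, and those matching mitochondrial genes had 1.11 and 2.58 over 46. Every one of the 10000 random lists had a lower median in these comparisons. With a pseudocount of 1 FPKM, the mitochondrial medians were 0.35 and 1.18. In PA23 + Ss the medians were 0.088 and 0.89. Table 1 lists some of these loci, but the paper does not treat them as a group. Nuclear photosystem genes did not rise with them in PA23, with a median of 0.0198 over 161 loci at percentile 5.74, and fell in Ss, with a median of −1.91. This is consistent with organellar RNA in the libraries that is read at nuclear loci resembling organellar genes, and reads shared between such loci may enter several of them. Why the amount of organellar RNA would differ between treatments, through RNA selection, tissue or a response of the organelles, was not tested.

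The assembled locus CUFF.29640.1, which has no annotated gene, had 279 FPKM in Ss and was listed at 0 in water, PA23 and PA23 + Ss. It was singled out after its value was seen. RNA of *S. sclerotiorum* is a candidate explanation. Of assembled loci without an Arabidopsis match, 7 of 686 (1.02%, 95% interval 0.495% to 2.09%) were detected in Ss and listed at 0 in water and PA23, against 6 of 895 (0.670%) of those with a match. Annotated loci without a match gave 0.814% and those with a match 0.259%. For the assembled loci the intervals overlap and the loci are few, so that among them a fungal origin cannot be told apart from induced plant loci. No biological explanation was tested.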

How the results depend on the processing

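Median scaling, the pseudocount and the 4-fold threshold for the counts, the other settings for the distances, the random placement of calls and the simulated shares of genes with the smaller change were chosen after the data were seen. No paired analysis was possible because the table holds 1 value per treatment group and its columns carry no replicate. The planned stricter threshold on corrected *p*-values, adjustment within each comparison, other count models and filters, a replicate block, leaving out replicates and a fit of 2 groups alone could not be run for the same reason.

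With annotated loci only, with ratios involving a 0 left out and with median scaling, all 15 counts of genes higher or lower, in single comparisons and in the Venn groups, stayed within 1.5 times their values. Without the minimum FPKM, 14 of the 15 moved beyond that. The counts higher and lower became 5847 and 8764 in PA23, 10701 and 6874 in PA23 + Ss, 15953 and 22602 in Ss, and 18645 and 13964 for PA23 + Ss against Ss. Genes higher in PA23 only were then 2067 and in PA23 + Ss only 2999. This setting admits genes below 1 FPKM by its construction. With a pseudocount of 1 FPKM, which lowers ratios of small values, 602 genes were higher and 472 lower in PA23, 479 lower in PA23 + Ss, 8543 lower in Ss and 5453 higher in PA23 + Ss than in Ss, with 244 higher in PA23 only and 361 in PA23 + Ss only. At 4-fold, fewer genes pass by construction: 365 higher and 347 lower in PA23, 2047 and 213 in PA23 + Ss, 5720 and 3001 in Ss, and 1354 and 3962 for PA23 + Ss against Ss. The specific groups were 135 in PA23, 326 in PA23 + Ss and 3992 in Ss.

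The balance of directions depended on the scaling in 2 comparisons. Genes higher made up 41.9% of those changed in Ss with the deposited values, 56.5% after median scaling, 49.0% with the pseudocount and 65.6% at 4-fold. For PA23 + Ss against Ss the share was 54.8%, 39.3%, 45.7% and 25.5% in the same order. For PA23 + Ss against water it was 74.3% with the deposited values, 84.7% with the pseudocount, 90.6% at 4-fold and 60.9% without the minimum FPKM, and in PA23 53.9% became 40.0% without the minimum. For the genes of Dataset S5 in Ss, the study's fold changes lay nearer the median-scaled ratios, with a median difference of 0.0038, against 0.31 for the deposited ones. The cause was not tested.

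The smaller response in PA23 + Ss kept its direction in every setting, although choosing genes by their change in Ss favors it by itself, with shares of 83.0% for genes higher and 79.0% for genes lower in simulated groups without treatment effects. The median ratio of log_2_ fold changes stayed within 1.5 times its value. The share of genes with the smaller change, at first 98.8% for genes higher and 99.1% for genes lower in Ss, became 94.5% and 97.49% for genes called in either comparison, 99.3% and 98.7% with a pseudocount of 1 FPKM, 99.29% and 99.6% with FPKM of 1 in water and both treatments, and 99.32% and 99.5% at 4-fold. After median scaling it was 98.79% for genes lower in Ss. The distances from water grew to 0.627 for PA23 and 0.985 for PA23 + Ss with a pseudocount of 0.1 FPKM. Neighbouring pairs of higher genes rose to 59 in PA23, 421 in PA23 + Ss and 2177 in Ss when loci that were not detected were left out of the order, which brings detected loci next to each other. Genes of Dataset S5 at least 2-fold lower in PA23 + Ss went from 10 to 6 after median scaling.

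Mean scaled expression of DP3, DP4 and DP5 in their highest treatment, the numbers of detected genes per treatment and the shares of the C subgenome stayed within their limits under the alternatives run for them. Of 231 log_2_ fold changes of named genes, 70 moved by more than 1.5-fold with a pseudocount of 1 FPKM, as did 10 of the 24 medians of gene lists. Median scaling shifts every gene of a comparison by the same amount, at most 0.30, so it can only change the sign of small values. The small fall of *BnaC03g49370D* (*CPR5*) in Ss, −0.20, became a rise of 0.11 after median scaling. Depth could not be examined, since the table gives no counts. The paper's read totals are lowest for PA23, with 65295879 reads over its libraries against 133334665 for water. The precision of values near 1 FPKM is unknown.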

Differences from the paper's values

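The tests and settings named here as chosen after seeing the values are median scaling, the pseudocount for counts and the 4-fold threshold. The paper's counts rest on corrected *p*-values and those given here on size alone.

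Genes higher in both PA23 and PA23 + Ss but not in Ss numbered 132 by size, against about 87 in Fig. 2a of the paper, read by eye. Of the alternatives set before the data were examined, leaving out ratios with a 0 (119) and annotated loci only (125) fall within 1.5 times the paper's number, and no minimum FPKM (925) does not. A pseudocount of 1 FPKM, chosen after seeing the values, gives 69 and falls within it as well. For genes higher against water, the group PA23 and Ss, without PA23 + Ss, numbered 151, against about 230 in Fig. 2a, read by eye. None of the alternatives set beforehand falls within 1.5 times this number, with 144 for leaving out ratios with a 0, 145 for annotated loci only and 712 for no minimum FPKM. Median scaling, chosen after seeing the values, gives 181 and does. How many of the paper's called genes these settings drop was not analysed here. The other counts, the detection numbers, the class shares, the 34 fold changes of Table 1 and the finite log_2_ fold changes of Dataset S5 were within 1.5-fold of the paper's.

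The paper ranks PA23 + Ss as the treatment with the fewest specifically upregulated genes. By size, PA23 had 518 and PA23 + Ss 552. PA23 also had fewer with annotated loci only (499 against 521), without the minimum FPKM (2067 against 2999), after median scaling (456 against 575), with the pseudocount (244 against 361) and at 4-fold (135 against 326). With ratios involving a 0 left out, PA23 + Ss had the fewest, 444 against 478.

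The paper states that genes of the cell wall group, among them xyloglucan endotransglycosylases, changed in PA23 + Ss alone. Over the 56 detected loci of this kind, 16 were at least 2-fold higher in PA23 + Ss and 20 in Ss, with 9 in both. The text counts 13 of them. The 5 that Dataset S3 lists for PA23 + Ss were chosen by the study for a rise in that treatment alone. Of the *LTP2* loci, *BnaC04g45790D* was higher in PA23 and in Ss too, with log_2_ fold changes of 2.90 and 1.60 and an FPKM of 0.535 in Ss, and the other *LTP2* loci were lower in Ss.

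For the second subgroup of Fig. 6b, the text names induction by *S. sclerotiorum* alone, while the figure also colours PA23 + Ss. All 12 loci of *ALD1*, *GLIP1*, *PR4* and *DOX1* were higher in PA23 + Ss, with a median log_2_ fold change of 5.83, and higher still in Ss, with a median of 8.75.

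The text lists *BnaA03g11410D*, *BnaC03g14230D* and *BnaA10g09640D* as *DIR1*. The deposited table matches them to AT5G55450 and AT5G55410, and matches the *DIR1* loci of Fig. 6b to AT5G48485. All of these loci were higher in PA23, with log_2_ fold changes of 2.55 to 2.68 for the first set and 0.34 to 0.64 for the second. With the fungus the sets moved in opposite directions. In PA23 + Ss the first set lay between 4.88 and 5.87 and the second between −1.04 and −0.15. In Ss the ranges were 6.86 to 7.84 and −1.30 to −0.50.

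Fig. 6a leaves *FLS2* uncoloured in Ss, where its log_2_ fold change was −0.89, and −0.59 after median scaling, next to −0.82 in PA23.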

Other observations

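Of the tests in this part, the test of the scaling in Dataset S5 was chosen after its result was seen, and the comparison of neighbouring genes used a placement chosen after the data were seen.

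Averaging of Ss-like and PA23-like tissue or libraries would give genes that rise and genes that fall in Ss the same share of the PA23-to-Ss difference in PA23 + Ss. The median share was 0.108 for the 5720 genes at least 4-fold higher in Ss and 0.316 for the 3001 genes at least 4-fold lower, 2.91 times as large, and after median scaling the ratio was 3.22. From the first to the third quartile, the shares ran from 0.063 to 0.160 for the genes higher and from 0.087 to 0.495 for those lower, so these ranges overlap. By the medians alone, simple averaging of libraries or tissue is unlikely to be the whole cause of the smaller response. A response at an earlier stage of infection, a lower dose of the fungus and an action of PA23 on the plant stay open and were not tested. The fungal reads of PA23 + Ss, from the paper's Table S1, were 13.2% of those of Ss above the level of water. Its library with 1.02 percent stood apart from the others at 0.09 and 0.19, and the 13.2% rests mostly on that library.

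The log_2_ fold changes of Dataset S5 lie above the ratios of the deposited values by a median of 0.021 in PA23 (33 genes), 0.073 in PA23 + Ss (152 genes) and 0.31 in Ss (277 genes). Over single genes the difference in Ss ranged from 0.22 to 0.37, with no difference in sign. After division by the median ratio to water, the median differences were 0.016, −0.0011 and 0.0038. This is consistent with another scaling between the libraries in the study's fold changes than in the deposited FPKM values. The log_2_ column of Dataset S5 also holds entries of 10000, which no log_2_ ratio of measured values reaches, for 4 genes in PA23 + Ss and 14 in Ss.

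An outcross with *B. oleracea*, which the paper proposes for the cultivar, might tie the response to the C subgenome. C loci made up 52.6% of detected loci. Among genes at least 2-fold higher, they made up 58.9% in PA23, 53.1% in PA23 + Ss and 51.3% in Ss, where the difference from detected loci was −1.33 percentage points. A tie common to all treatments is not seen, since it would raise the share in each. The share in PA23, 6.29 percentage points above detected loci, was not explained.

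Neighbouring pairs of higher genes numbered 38 in PA23, where random placement gave a mean of 12.7 and stayed at or below 19 in 95% of placements. The order held only loci placed on a chromosome by their identifier, with 1042 of the 1264 higher genes. Organellar sequence inserted in the nuclear genome would bring runs of loci with organellar matches, but only 5.26% of the pairs (2 of 38) held such a locus. This makes it unlikely as the main source of these pairs. Runs among unplaced loci could not be examined, and *BnaCnng12890D* and *BnaUnng03950D*, with organellar matches in Table 1, are unplaced. In PA23 + Ss there were 269 pairs against a random mean of 117.5, and in Ss 1394 against 830. Since only detected loci can be called, placement among detected loci alone is the closer comparison. It gave 59 pairs in PA23 against a random mean of 25.4, 421 in PA23 + Ss against 238 and 2177 in Ss against 1684. Reads shared between tandem copies and shared regulation stay open and were not tested.

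The *p*-values of Dataset S3 were recomputed from its 4 count columns. All 2437 equal the hypergeometric probability of exactly the observed number of genes within 0.01 on the log_10_ scale, and 159 equal the probability of that number or more. Of the 201 under 0.001, 14 have an upper tail of 0.001 or more. Among the terms listed for PA23 alone, circadian rhythm holds 13 genes, with a median log_2_ fold change of −1.85 in Ss. Their rise in PA23, with a median of 0.78, follows from the choice of genes called in PA23.

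The shares of reads mapped to *B. napus* in Table S1, recomputed from its read numbers, ranged from 70.3% to 81.1% with a mean of 77.0%, while the mean of its percentage column is 81.4%. The table does not say whether its percentages refer to all reads or to those left after trimming. As shares of the 48454 loci detected in any treatment, the classes of Ss were 39.0% low, 35.3% moderate and 13.2% high.

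By the rule for the largest changes, the genes with the largest rise in PA23 were CUFF.13365.1, with 1.22 FPKM in PA23 and 2.64e-06 in water, *BnaC04g19660D* (2.58 from 0.0137) and *BnaC04g19910D* (6.08 from 0.0346). The largest falls in PA23 were at *BnaA05g27960D* (0.0135 from 21.5), *BnaCnng59860D* (0.0161 from 4.66) and *BnaA07g34160D* (0.00552 from 1.32). In PA23 + Ss, CUFF.15655.1 had 3.03 FPKM and *BnaCnng64540D* had 16.7, with water values of 8.31e-07 and 0.0188, and CUFF.34512.1 had a log_2_ fold change of 9.94. The falls there were at *BnaA04g10980D* (0.00961 from 6.24), *BnaC06g33130D* (0.00688 from 1.43) and *BnaA06g37630D* (0.0236 from 2.76). In Ss, *BnaA03g51580D* had 2.16 FPKM and CUFF.35203.1 had 4.31, both from water values that are 0 to the precision of any measurement, and *BnaCnng78090D* had 1168 from 0.164. The falls in Ss were at *BnaC01g10330D* (0.00742 from 2.54), *BnaCnng59860D* (0.0143) and *BnaC05g00290D* (0.0535 from 14.9).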
